# High-Resolution Mapping and Dynamics of the Transcriptome, Transcription Factors, and Transcription Co-Factor Networks in Classically and Alternatively Activated Macrophages

**DOI:** 10.3389/fimmu.2018.00022

**Published:** 2018-01-18

**Authors:** Amitabh Das, Chul-Su Yang, Sarder Arifuzzaman, Sojin Kim, Sun Young Kim, Kyoung Hwa Jung, Young Seek Lee, Young Gyu Chai

**Keywords:** macrophages, transcription factors, interferon-g, RNA-sequencing, lipopolysaccharide

## Abstract

Macrophages are the prime innate immune cells of the inflammatory response, and the combination of multiple signaling inputs derived from the recognition of host factors [e.g., interferon-g (IFN-γ)] and invading pathogen products (e.g., toll-like receptors (TLRs) agonists) are required to maintain essential macrophage function. The profound effects on biological outcomes of inflammation associated with IFN-γ pretreatment (“priming”) and TLR4 ligand bacterial lipopolysaccharide (LPS)-induced macrophage activation (M1 or classical activation) have long been recognized, but the underlying mechanisms are not well defined. Therefore, we analyzed gene expression profiles of macrophages and identified genes, transcription factors (TFs), and transcription co-factors (TcoFs) that are uniquely or highly expressed in IFN-γ-mediated TLR4 ligand LPS-inducible versus only TLR4 ligand LPS-inducible primary macrophages. This macrophage gene expression has not been observed in macrophage cell lines. We also showed that interleukin (IL)-4 and IL-13 (M2 or alternative activation) elicited the induction of a distinct subset of genes related to M2 macrophage polarization. Importantly, this macrophage gene expression was also associated with promoter conservation. In particular, our approach revealed novel roles for the TFs and TcoFs in response to inflammation. We believe that the systematic approach presented herein is an important framework to better understand the transcriptional machinery of different macrophage subtypes.

## Introduction

Macrophages are major innate immune cell populations that respond to a microbial insult or danger signal, are specialized for phagocytosis, and play a central role in the immune response (1, 2). Most tissue-resident macrophages arise from embryonic origin and have the capacity to self-renewing adult bone marrow-derived macrophages (BMDMs) (2, 3). Their response induces substantial inflammatory responses tailored mainly by gene-specific transcriptional regulation, which could be classically activated, type I subset (M1) and the alternatively activated macrophage type II subset (M2) (4), although recent studies have suggested an avoidance of the complexity of the M1 or M2 subset (5).

Type I subset activity can be polarized by inflammatory stimuli such as lipopolysaccharide (LPS), which, in combination with interferon-g (IFN-γ), induces expression of proinflammatory mediators, such as cytokines, oxidative metabolites, and proteases that play roles in the tissue-destructive pathology associated with inflammatory disease. In contrast, M2 activation is induced by the stimulation of interleukin (IL)-4 and*/*or IL-13, which may be engaged in processes, such as wound repair and support type 2-mediated disease, homeostasis and remodeling, as well as induces anti-inflammatory cytokines (5, 6). One of the most important endogenous mediators of inflammation of macrophages is the IFN-γ that plays a critical role in promoting macrophage activation, host defense, and immunoediting (7). IFN-γ can sensitize macrophages activation following pathogen products, including LPS challenge (8, 9). In parallel, IFN-γ with toll-like receptors (TLRs) can either augment or suppress the expression of genes related to inflammation (10–12). The interaction of LPS and IFN-γ triggers downstream signaling leading to an inflammatory response. TLR4 recognizes bacterial LPS and induces the mitogen-activated protein kinase (MAPK) pathway, which facilitates activation of the key transcription factors (TFs), nuclear factor κB (NF-κB), and activator protein-1 (AP-1) (13). IFN-γ, in contrast, activates the Janus kinase (JAK) and signal transducer and activator of transcription (STAT) pathway and the subsequent autocrine activities of IFN-γ (10). In addition, STAT1 targeted interferon regulatory factor-1 (IRF1) has also been shown to contribute to a multi-layer integration of IFN-γ signaling (14). Although these downstream signal transduction cascade and their molecules have been discovered in macrophages, the molecular mechanisms of the IFN-γ-mediated TLR4 cross-regulation in murine macrophages remain largely unaddressed and are under active investigation.

It is well-recognized that IL-4 and IL-13 are derived by activated T helper 2 (Th2)-polarized T cells, granulocytes and monocytes/macrophages, as well as new innate immune cell populations, including natural killer T (NKT) cells and innate lymphoid type 2 cells (iLC2). These cytokines are critical for Th2 T cell differentiation and M2 macrophage polarization, as well as for the promotion of allergic responses (15, 16). However, substantial evidence has indicated that the two cytokines mediate the unique physiological functions, with IL-4 primarily involved in Th2 cells differentiation and proliferation, whereas IL-13 playing an important role in effector activities, such as the regulation of airway hypersensitivity, collagen production, and mucus hypersecretion (17, 18). IL-4 and IL-13 are unique in that these cytokines can bind to two distinct receptor complexes; in particular, IL-4 binds to the IL-4Rα chain and the type II receptor. In contrast, IL-13 does not appear to bind IL-4Rα directly, but binding to the IL-13Rα1 chain and can only be activated by type II IL-4R (19). Both pathways facilitate the transcription and stabilization of a subset of genes associated with M2 macrophage polarization (20). Although these downstream signal transduction cascade their molecules have been discovered in macrophages, the molecular mechanisms of the IL-4 and IL-13-mediated functional responses in murine macrophages remain largely unaddressed. Because therapeutic applications targeting IL-4 and IL-13 or their downstream signaling molecules are presently under development aiming to eradicate allergy and asthma, understanding about their molecular mechanisms of action, and contribute to allergic asthmatic inflammation awaits further elucidation.

To date, several genome-scale studies of the transcriptional reprogramming of macrophage polarization, induced by environmental stimuli such as LPS have been conducted to determine comprehensive signatures in macrophages (21–26). However, thus far, a genome-wide search for IFN-γ-mediated TLR4 cross-regulation has not been performed in murine macrophages using massively parallel cDNA sequencing (RNA-sequencing). Thus, we performed RNA-sequencing for gene expression profiling of LPS-stimulated, IFN-γ-primed LPS-stimulated, and IL-4/IL-13-primed BMDMs, thus paving the way for an unbiased digital readout and improved detection at the extremes of the transcriptome of any mammalian cell (27). The outcomes of these studies allowed us to identify a macrophage transcriptional signature for IFN-γ-mediated TLR4 cross-regulation and IL-4/IL-13-primed macrophages. We also identified a unique macrophage transcriptional signature distinguishing them from the RAW264.7 macrophage cell line. Furthermore, we identified *trans* (e.g., altered TF expression, activation, or motif specificity) regulatory elements that may drive distinct gene expression in IFN-γ-primed LPS and IL-4/IL-13-primed macrophages. Altogether, our data provide new perspectives for the biology of different macrophage subtypes.

## Materials and Methods

### RAW 264.7 Macrophage Cell Line

The mouse macrophage cell line, RAW 264.7, was obtained from the American Type Culture Collection (Manassas, VA, USA), and the cells were grown in RPMI medium supplemented with FBS, 100 IU/ml penicillin, and 10 µg/ml of streptomycin (Invitrogen, USA). The cells were maintained in a humidified incubator with 95% air and 5% CO_2_ atmosphere at 37°C. RAW264.7 macrophage cell line were incubated with LPS (100 ng/ml) for the specified times under normal culture conditions. The medium, containing the appropriate agents, was replaced every other day. LPS (L6529; strain 055:B5) were purchased from Sigma-Aldrich, St. Louis, MO, USA.

### Preparation of BMDMs

C57BL/6 mice were purchased from Samtako Bio Korea (Gyeonggi-do, Korea), and the mice were maintained under specific-pathogen-free conditions. BMDMs were isolated from C57BL/6 mice as previously described (28). To initiate differentiation, the medium was supplemented with 25 ng/ml recombinant macrophage colony-stimulating factor (M-CSF) (R&D Systems 416-ML) for 4 days. BMDMs were grown in Dulbecco’s Modified Eagle’s Medium (DMEM; Life Technologies, Carlsbad, CA, USA) that was supplemented with 10% fetal bovine serum (FBS) and 4 mM glutamine (Life Technologies, Carlsbad, CA, USA). The cells were maintained in a humidified incubator with a 95% air, 5% CO_2_ atmosphere at 37°C.

### Polarization of BMDM Macrophages into M1 or M2 Phenotype

Type I subset and M2 macrophages were polarized as described previously (29). Primary BMDM macrophages were polarized toward the M1 phenotype with recombinant IFN-γ (100 U/ml, R&D Systems 485-ML) and/or LPS (100 ng/ml, L6529; strain 055:B5; Sigma-Aldrich, St. Louis, MO, USA) or toward the M2 phenotype with recombinant IL-4 (R&D Systems 404-ML) or recombinant IL-13 (R&D Systems 413-ML) (10 ng/ml) for the specified times under normal culture conditions. Unpolarized cells (M0) served as controls. BMDMs were washed with PBS and harvested for total RNA isolation.

### Total RNA Isolation and cDNA Library Preparation for Transcriptome Sequencing (RNA-seq)

Total RNA was extracted using RNAiso Plus (Takara Bio Inc., Shiga, Japan) and a QIAGEN RNeasy^®^ Mini kit (QIAGEN, Hilden, Germany). BMDMs or RAW264.7 macrophage cell line was completely lysed using RNAiso Plus and then 200 µl of chloroform was added. The tubes were then inverted for 5 min. The mixture was centrifuged at 12,000 × *g* for 15 min at 4°C, and the upper phase was placed into a new tube. A 600 µl volume of 70% ethanol was added and the mixture was applied to an RNeasy mini column. The column was washed with wash buffer. To elute the RNA, RNase-free water (30 µl) was added directly onto the RNase mini column, which was then centrifuged at 12,000 × *g* for 3 min at 4°C. To deplete ribosomal RNA (rRNA) from the total RNA preparations, a RiboMinus Eukaryote kit (Life Technologies, Carlsbad, CA, USA) was used according to the manufacturer’s instructions. RNA libraries were created using a NEBNext^®^ Ultra™ directional RNA library preparation kit for Illumina^®^ (New England Biolabs, Ipswich, MA, USA). The obtained rRNA-depleted total RNA was fragmented into small pieces using divalent cations at elevated temperatures. First-strand cDNA was synthesized using reverse transcriptase and random primers and second-strand cDNA synthesis was then performed using DNA polymerase I and RNase H. The cDNA fragments were processed using an end-repair reaction after the addition of a single “A” base, followed by adapter ligation. These products were purified and amplified using PCR to generate the final cDNA library. The cDNA fragments were sequenced using an Illumina HiSeq2000. Biological triplicate RNA-sequencing for each condition were performed on independent RNA samples from the IFN-γ primed LPS-stimulated and IL-4/IL-13-stimulated BMDMs: control BMDMs (3 samples); IFN-γ primed LPS 1 h (3 samples), IFN-γ primed LPS 4 h (3 samples), IFN-γ primed LPS 12 h (3 samples), IFN-γ primed LPS 24 h (3 samples), IL-4 12 h stimulated (3 samples), IL-13 12 h stimulated (3 samples), and only LPS 4 h (2 samples) and RAW264.7 macrophage cell line: control 4 h (2 samples) and LPS 4 h (2 samples).

### Differentially Expressed Genes (DEGs) Analysis Using RNA-seq Data

FASTQ files from RNA-seq experiments were clipped, trimmed of adapters, and the low-quality reads were removed by the Trimmomatic (30). Quality controlled FASTQ files were aligned to *Mus musculus* UCSC mm10 reference genome sequence using the STAR (version 2.5.1) aligner software (31). To measure differential gene expression, DESeq2 (32) with the default parameters was used. The RNA-seq experiments were visualized using HOMER (33) after custom tracks were prepared for the UCSC Genome Browser.^1^

### Quantitative Real-time Polymerase Chain Reaction (qRT-PCR)

The reverse transcription of the RNA samples was performed as previously described (34). qRT-PCT was performed using an ABI-7500 Real-time PCR System (Applied Biosystems, Waltham, MA, USA) with SYBR Premix Ex-Taq II (Takara Bio Inc., Shiga, Japan) according to the manufacturer’s instructions. The reactions were performed in a total volume of 20 µl that contained 0.4 mM of each primer (Table S1 in Supplementary Material). Each PCR series included a no-template control that contained water instead of cDNA and a reverse transcriptase-negative control for each gene. Every sample was measured in triplicate, and relative quantification was effected by means of the comparative CT (ΔΔCT) method. glyceraldehyde-3-phosphate dehydrogenase (GAPDH) was used a housekeeping gene to normalize the expression data.

### Chromatin Immunoprecipitation (ChIP) Assay

Chromatin Immunoprecipitation experiments were performed as previously described (35). Briefly, chromatin from 1 × 10^7^ cells was used for each immunoprecipitation. The RAW 264.7 macrophage cell line was immunoprecipitated with antibodies against IRF1 (Santa Cruz sc-514544), STAT1 (Santa Cruz sc-345), and normal rabbit IgG (Santa Cruz sc-2025) used as a control. The immunoprecipitated DNA was analyzed by real-time quantitative PCR, with one modification: the cDNA was replaced with immunoprecipitated DNA. The relative enrichment levels indicate the fold changes over the IgG control. Primers used for ChIP-PCR are listed in Table S2 in Supplementary Material.

### Functional Annotation Analysis and Heat Map Construction

To functionally annotate the most significant genes, Gene Set Enrichment Analysis (GSEA) was performed by using the Molecular Signatures Database (MSigDB), version 6.1.^2^ Gene ontology (GO) was analyzed using a modified Fisher’s exact *P*-value in the GSEA program. *P*-values less than 0.001 were considered greatly enriched in the annotation category. We constructed heat maps to view the relative expression patterns of our array data using Multi experiment Viewer (MeV) program (36, 37).

### Upstream Regulator Analysis of Datasets

An Ingenuity Pathway Analysis (IPA) (Ingenuity Systems, CA)^3^ was performed to analyze the most significant canonical pathways and upstream regulator analysis in the datasets as previously described (38). After uploading the datasets, upstream regulator analysis was used to predict the upstream transcriptional regulators on the literature and compiled in the Ingenuity Pathways Knowledge Base (IPAKB). Gene networks were algorithmically generated based on connectivity. The analysis examines how many known targets of the upstream regulators are present in the dataset and also the direction of change. The graphical representation of molecular relationships between upstream regulator and gene products was based on the biological relationship between two nodes was represented as an edge (line). All edges were supported by at least one reference from the literature, textbook, or canonical information in IPAKB. The intensity of node color represented the degree of upregulation (red). The nodes were displayed using shapes to represent functional classes of gene products.

### TF Binding Motif Enrichment Analysis

NCBI reference sequence mRNA accession numbers were subjected to TF binding motif analysis using the web-based software Pscan (39). The JASPAR (40) database of TF binding sequences were analyzed using enriched groups of −950 base pair (bp) sequences to +50 bp of the 5′ upstream promoters. The range −950 to +50 was selected from the range options in Pscan to obtain the best coverage for a −1,000 to +50 bp range. We next used position weight matrices (PWMs) models of TFBSs contained in the TRANSFAC professional database (41). The enrichment of motifs within the target set of macrophage promoters was calculated relative to the frequency of motif occurrence in the mouse genome.

### Statistical Analysis

The data were analyzed using Origin Pro 8 software (Origin Lab Corporation, Northampton, MA, USA). Each value is expressed as the mean ± SEM. All qRT-PCR data were analyzed with SPSS 17.0 software (SPSS Inc., Chicago, IL, USA). The data were tested using one-way ANOVA followed by Tukey’s HSD *post hoc* test. *P < 0.01 and **P < 0.001 were considered significant.

## Results

### LPS Dynamically Regulates Transcriptional Programs in BMDMs

First, we generated *ex vivo* BMDMs from mouse bone marrow immature precursor cells by stimulation with M-CSF that lead to differentiation of monocytes into mature macrophages, as emphasized in a previous report (5). To determine the gene expression pattern in response to LPS stimulation, we used RNA-seq after depletion of rRNA and analyzed the global gene expression patterns in LPS-stimulated and control BMDMs. A detailed outline of the experiments is depicted in Figure 1A. Of note, using qRT-PCR, we observed that transient upregulation of key inflammatory genes, maximal or near-maximal at the 4 h time point (data not shown). Based on these results, we used the 4 h as well as the 1 h time points for gene expression profiling; these time points were also reported in another study (42) determining the general gene expression patterns of macrophage activation by LPS. Using a false discovery rate (FDR ≤ 0.01), *P* ≤ 0.01 and log_2_-fold change ≥1.5 as the cutoff values for the up or downregulation of genes, we identified genes that were altered in LPS-stimulated BMDMs: 596 genes at 1 h and 2,248 genes at 4 h were differentially expressed. Of these, 414 and 1,326 genes were upregulated, and 182 and 922 genes were downregulated at 1 and 4 h, respectively (Figure S1A in Supplementary Material). Among the 414 and 1,326 upregulated genes, 29 and 43% were induced by at least a 3-fold log_2_ change at 1 and 4 h, respectively (Figure S1B in Supplementary Material). Importantly, of the most highly induced genes, 29 and 43% encoded key cytokines, and chemokines were induced by a >3-fold log_2_ change (Figure 1B). To further assess the genes that showed changes in expression >3-fold log_2_ in LPS-treated BMDMs compared with control cells among known (IFN)-regulated genes (IRGs) (43), 252 (44%) IRGs were found to be induced at 4 h (Figure 1C). In addition, our RNA-seq data also identified the induction of gene families implicated in epigenetic regulation. Studies of epigenetic regulation to play an important role in modulating inflammatory genes have recently reported (44). RNA-seq approaches herein identified among multiple regulators of epigenetic families, only histone methyltransferases (SETDB2), histone demethylases (KDM4A), and histone deacetylases (HDAC1) were significantly differentially expressed (Figure 1B). These findings suggest that SETDB2, KDM4A, and HDAC1 have an important role in the regulation of BMDM activation. Taken together, these findings led us to hypothesize that in addition to regulating cytokines and chemokines, LPS may also be a positive regulator of IRGs and epigenetic regulators.

**Figure 1:**
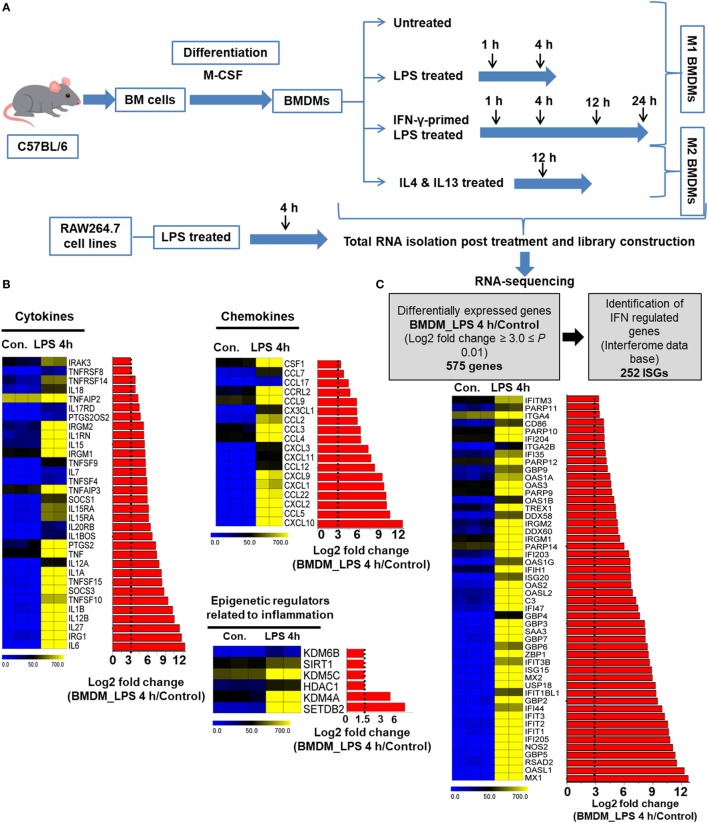
RNA-seq analyses reveal the dynamics of lipopolysaccharide (LPS)-triggered inflammatory response-related genes of bone marrow-derived macrophages (BMDMs). **(A)** Strategy for the RNA-seq experimental steps. **(B)** Heat map representation depicting the expression of positive regulators of inflammatory genes (cytokines, chemokines, and epigenetic regulators) in BMDMs at 4 h after LPS stimulation (*P* ≤ 0.01 and log_2_-fold change ≥ 3.0). BMDMs are compared with the control. **(C)** Identification of interferon regulated genes (IRGs) and an overview of expressed IRGs (*P* ≤ 0.01 and log_2_-fold change ≥ 3.0) in BMDMs compared with the control. Each row shows the relative expression level of a single gene and each column shows the expression level of a single sample. Heat maps were generated with multi experiment viewer (version 4.8) software.

### Time Series, IFN-γ-Primed LPS-Inducible and Only LPS-Inducible Transcriptional Divergence in BMDM Cells

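RNA-seq was performed on BMDMs, macrophages grown from bone marrow for 4 days with 25 ng/ml M-CSF. The time course has 15 samples, with 3 of control BMDMs and 3 each of BMDMs primed with 100 U/ml IFN-γ and stimulated with 100 ng/ml LPS for 1, 4, 12 and 24 h. The sample labels give the control a culture of 4 h, and it is the only control for every time point. The authors trimmed the reads, aligned them to the mm10 genome with STAR and deposited, for each sample, a table of whole-number read counts on 24411 gene symbols, without normalization. The values used here are the counts on the strand of the gene. The total count on genes was 2577288 to 2776685 in the control samples (median 2666211), 2429310 to 2879838 at 1 h, 2378639 to 2507553 at 4 h, 2516675 to 2903776 at 12 h and 3003187 to 3357300 at 24 h. A single ribosomal precursor gene, Rn45s, took 23.7% to 38.1% of these counts. Without Rn45s, 1502618 to 2532496 counts per sample were left. Of the reads counted on genes, ambiguous or matching no gene feature on their strand, the last group made up 63.0% to 67.9%. The counts do not show whether those reads lay within or outside genes. The 15 samples were fitted together with edgeR's quasi-likelihood model after TMM normalization, over the 9607 genes that passed edgeR's filter on low counts. Each time point was tested against the control with Benjamini-Hochberg adjustment. A gene was called upregulated or downregulated by the paper's cutoffs, an FDR of at most 0.01 and a log2 fold change of at least 1.5 in either direction. No pair of replicates held the same library, since their counts differed by 1.69 to 12.6 times the variance of random sampling per gene (chi-square per degree of freedom, 21 pairs of BMDM samples). The BMDMs stimulated only with LPS are not in the files analysed here.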

To globally understand IFN-γ-mediated TLR4 cross-regulation in BMDMs, the IFN-γ-primed LPS-inducible samples were evaluated using whole-genome RNA-seq (Illumina; HiSeq2000). The time course samples (IFN-γ-primed LPS 1, 4, 12, and 24 h stimulation) were subjected to whole-genome RNA-seq. Next, we performed PCA to explore relationships among the sample biological replicates. The PCA analysis revealed significant separation and a high level of coherence between the sample biological replicates in BMDMs (Figure S2A in Supplementary Material). 

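In a PCA of the 500 most variable genes (log2 CPM, prior count 2), the first component carried 73.3% and the second 17.6% of the variance of the 15 samples of control and IFN-γ-primed LPS-stimulated BMDMs. The smallest distance between samples of different groups was 11.5 on these components, and the largest distance between replicates of one group was 3.92, a ratio of 2.92. The closest groups were 12 and 24 h. Control BMDMs lay at least 61.4 from the 1 h samples and at least 108 from the 4 h samples. With each sample left out in turn, the ratio ranged from 2.61 to 4.90 over 15 fits, the widest range of any alternative. The only LPS-stimulated samples that Figure S2A in Supplementary Material also holds were not analysed here. From the distances between groups and the closeness of replicates in its PCA, the paper concludes that the biological replicates were coherent and the groups separate.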

We identified significantly altered genes over the time course after LPS stimulation. 

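The number of genes past the cutoffs in IFN-γ-primed LPS-stimulated BMDMs was 682 at 1 h, 2166 at 4 h, 1651 at 12 h and 1427 at 24 h, out of 9607 genes tested with edgeR's quasi-likelihood test. Some genes were upregulated at a single time point: 73 at 1 h, 321 at 4 h, 58 at 12 h and 59 at 24 h. In total, 1411 genes were upregulated and 1553 downregulated at 1 time point or more. By the rule set for named genes, the largest increases were of Cxcl1 at 1 h, Il27 at 4 h, Il12b at 12 h and Saa3 at 24 h. Il27 lies on chromosome 7 of mm10 from 126589010 to 126594941. It had 0 counts in the control and 1440 ± 134 normalized CPM (SD, n = 3) at 4 h, a log2 fold change of 15.0 (standard error 0.284, adjusted p = 9.01e-37 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). That fold change rests on a control of 0 counts and so depends on the prior count of the fit. The standard error was derived from the log2 fold change and the test's F statistic, and does not cover this dependence. Saa3 rose to 18745 ± 1508 CPM (SD, n = 3) at 24 h from 1.24 ± 0.200 CPM in the control. The largest fall at 4 h was of Bmf, which went from 18.1 ± 6.82 CPM (SD, n = 3) in the control to 0 in all 3 samples. A requirement of at least 10 counts in every sample had the largest effect, leaving 635 upregulated and 325 downregulated genes at 4 h.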

According to the above criteria, 595 genes at 1 h, 1,912 genes at 4 h, 1,526 genes at 12 h, and 1,347 genes at 24 h genes were differentially regulated in IFN-γ-primed LPS-inducible BMDMs (Figure S3A in Supplementary Material). Of these, 458, 1082, 834, and 721 genes were upregulated and 137, 830, 692, and 626 genes were downregulated at 1, 4, 12, and 12 h, respectively (Figure S3A in Supplementary Material). 

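Upregulated genes numbered 485 at 1 h, 1104 at 4 h, 863 at 12 h and 754 at 24 h. Downregulated genes numbered 197, 1062, 788 and 673 at the same time points. Among them, 71 genes were downregulated at all 4 time points. The labels give every group replicates 1, 2 and 3, but samples with the same number did not deviate from their group means together: the mean correlation of their deviations across genes was 0.0214, against -0.0108 for samples with different numbers (permutation test over all 1296 pairings, p = 0.0756). With the replicate number as a block, 488, 1105, 864 and 753 genes were upregulated and 195, 1059, 787 and 677 downregulated. The fits that each left out 1 of the 15 samples gave 468 to 510 upregulated genes at 1 h and 1107 to 1134 at 4 h. The largest shift came with at least 10 counts required in every sample, which left 255 upregulated and 23 downregulated genes at 1 h and 376 and 261 at 24 h.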

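Of the genes upregulated after IFN-γ-primed LPS stimulation, 283 were past the cutoffs at each of 1, 4, 12 and 24 h. The number was 278 to 298 in the 15 fits that each left out a sample, and 285 with the replicate number as a block. It fell to 147 when only genes with at least 10 counts in every sample were tested, because many of these genes had few or no counts in the control.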

A group of 255 upregulated genes were shared between the four time course samples (Figure S3B in Supplementary Material). In order to obtain clusters of upregulated genes, we perform hierarchical clustering based on the shared set of transcripts (255 upregulated genes) (Figure 2A). Three well-separated gene pools were detected: “early,” upregulated at 1 h; “middle,” upregulated at 4 h; and final, “late,” upregulated at 12 and 24 h (Figures 2A,B; Figure S3C in Supplementary Material). 

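Each of the 283 genes upregulated at all 4 time points was placed at the time point of its highest mean log2 CPM. The mean was highest at 1 h for 33 genes, at 4 h for 150 genes and at 12 or 24 h for 100 genes. All 3 replicates of a gene's peak time lay above all samples of every other time point for 17 of the early and 121 of the middle genes. Late genes were compared only with the 1 and 4 h samples, and 79 of them lay above these. Of the 25 genes listed as early in Fig. 2A, 24 were upregulated at all 4 time points, and the mean was highest at 1 h for 16 and at 4 h for 8. All 50 middle genes of Fig. 2A were upregulated throughout, with the highest mean at 4 h for 49. All 50 late genes were upregulated throughout as well, 35 with the highest mean at 12 or 24 h and 15 at 4 h. Tnf, on chromosome 17 from 35199381 to 35202007 (mm10), had 17.7 ± 0.230 CPM in the control, 5886 ± 428 at 1 h, 6728 ± 302 at 4 h, 1163 ± 109 at 12 h and 1178 ± 43.1 at 24 h (SD, n = 3 each). Its replicates ranged from 5571 to 6374 CPM at 1 h and from 6381 to 6940 at 4 h. Cxcl10, on chromosome 5 from 92346638 to 92348889, had 0.112 ± 0.194 CPM in the control and 1306 ± 46.0 at 4 h (SD, n = 3), and fell to 116 ± 1.77 at 24 h. Ccl5, on chromosome 11 from 83525778 to 83530518, rose throughout, from 0.451 ± 0.193 CPM in the control to 3540 ± 95.1 at 24 h (SD, n = 3). Its log2 fold change at 24 h was 12.8 (standard error 0.216, adjusted p = 3.57e-39 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Hierarchical clustering of the shared genes, cut into 3 clusters, moved the pools most, to 4 early and 5 late genes with all others in the middle cluster. It used correlations over all samples, the controls included. All these genes were chosen for a rise from the control, which enters every correlation. This clustering is therefore a weak test of pools that differ only in time. From its own clustering of the shared genes, the paper concludes that 3 well-separated pools follow one another in time.

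**Figure D1:**
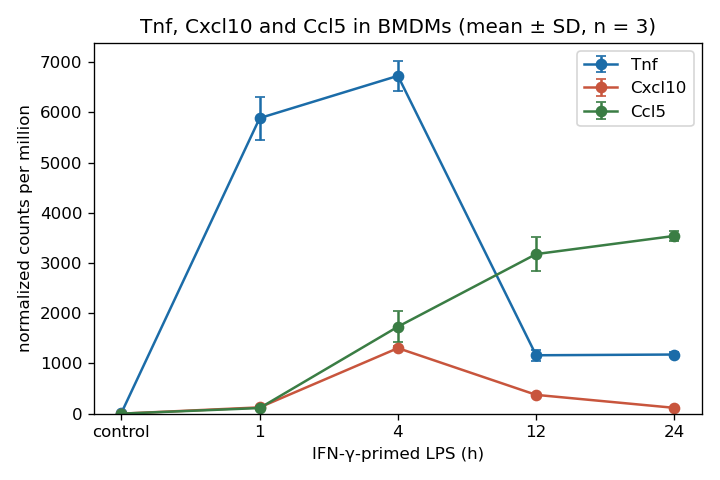
Normalized CPM of Tnf, Cxcl10 and Ccl5 in control BMDMs and at 1, 4, 12 and 24 h of IFN-γ-primed LPS stimulation, evenly spaced on the x axis (points, mean of 3 samples; bars, SD). Tnf is highest at 4 h with 6728 CPM, close to its 5886 CPM at 1 h, Cxcl10 is highest at 4 h with 1306 CPM, and Ccl5 is highest at 24 h with 3540 CPM.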

Next, we performed functional annotation analysis for GO based on the biological processes (BP) using GSEA. The early, middle, and late upregulated genes were determined to be involved in several BPs such as immune system process, defense response, and cellular response to organic substance (Figure 2C).

**Figure 2:**
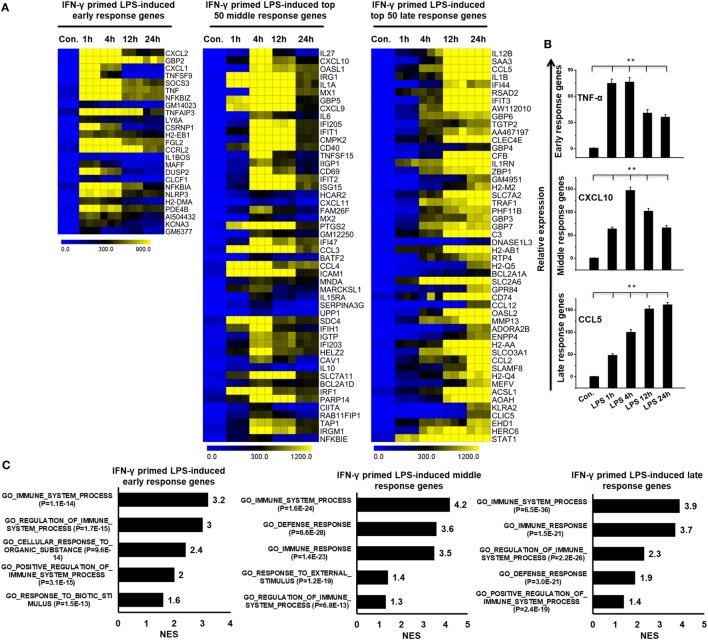
Time series of interferon-g (IFN-γ)-primed lipopolysaccharide (LPS)-induced gene expression in bone marrow-derived macrophages (BMDMs). **(A)** Heat map representation depicting the expression of early, middle, and late upregulated positive regulators of inflammatory genes in BMDMs after IFN-γ-primed LPS stimulation (*P* ≤ 0.01 and log_2_-fold change ≥ 1.5). **(B)** validation of early (TNF-α), middle (CXCL10), and late (CCL5), upregulated genes by quantitative real-time polymerase chain reaction (qRT-PCR) in BMDMs. The TNF-α, CXCL10, and CCL5 genes were significantly upregulated in IFN-γ-primed LPS-stimulated BMDMs. Gene expression was normalized to glyceraldehyde-3-phosphate dehydrogenase transcript levels. **P < 0.001 compared with the control. The data represent three independent biological experiments. **(C)** Gene set enrichment analysis (GSEA) results showing C5 gene ontology (GO) terms collections of the GSEA molecular signatures database (MSigDB) v6.1 in early, middle, and late upregulated positive regulators of inflammatory genes in BMDMs. The top GO terms are ranked by the normalized enrichment score (NES).

To further identify common and unique characteristics between IFN-γ-primed LPS-inducible and only LPS-inducible BMDMs, we again used RNA-seq dataset to compare the gene expression of IFN-γ-primed LPS-inducible with that of only LPS-inducible BMDMs. We compared the most highly expressed transcripts (>3-fold log_2_ change) at 1 and 4 h in IFN-γ-primed LPS-inducible and only LPS-inducible BMDMs. 

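On the side of IFN-γ-primed LPS stimulation, 218 genes at 1 h and 486 genes at 4 h had a log2 fold change of at least 3 against control BMDMs with an FDR of at most 0.01. Ptgs2 had 14.4 ± 4.72 CPM in the control and 4233 ± 503 at 4 h (SD, n = 3), and Ccl3 had 18.8 ± 3.52 and 3598 ± 343. Il6, with 0 counts in the control, had 421 ± 25.7 CPM at 4 h (SD, n = 3). Leaving out 1 sample at a time gave 214 to 230 genes at 1 h and 490 to 501 at 4 h. The low-count filter mattered most here too: 71 genes at 1 h and 192 at 4 h were left among genes with at least 10 counts in every sample. BMDMs stimulated only with LPS were not analysed here.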

Differential expression analysis clearly revealed that IFN-γ-primed LPS-inducible, and only LPS-inducible BMDMs shared 238 transcripts at 4 h, suggesting a substantial number of similarities between the two treatment conditions (Figure S4A in Supplementary Material). IFN-γ-primed LPS-inducible and only LPS-inducible BMDMs, however, also had substantial differences in their transcriptomes. There were 58 upregulated genes in IFN-γ-primed LPS-inducible BMDMs at 4 h that were distinct from LPS-inducible BMDMs (Figure S4A in Supplementary Material). In contrast, 180 genes were upregulated in only LPS-inducible BMDMs at 4 h that were distinct from IFN-γ-primed LPS-inducible BMDMs (Figure S4A in Supplementary Material). The unique gene sets at 4 h in IFN-γ-primed LPS-inducible and only LPS-inducible BMDMs are presented in Figures 3A,B. We observed that the functions most associated with the unique genes in IFN-γ-primed LPS-inducible and only LPS-inducible BMDMs were related to the immune system process (Figure 3C). Interestingly, IFN-γ-primed LPS-inducible and only LPS-inducible upregulated unique genes were involved in biological adhesion and regulation of intracellular signal transduction, respectively (Figure 3C). The greatest differences between IFN-γ-primed LPS-inducible and only LPS-inducible upregulated genes were therefore a difference in biological adhesion and regulation of intracellular signal transduction according to GSEA.

**Figure 3:**
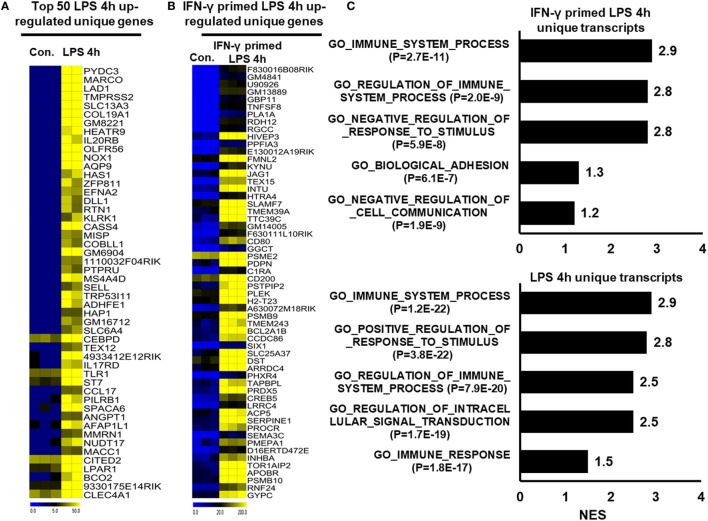

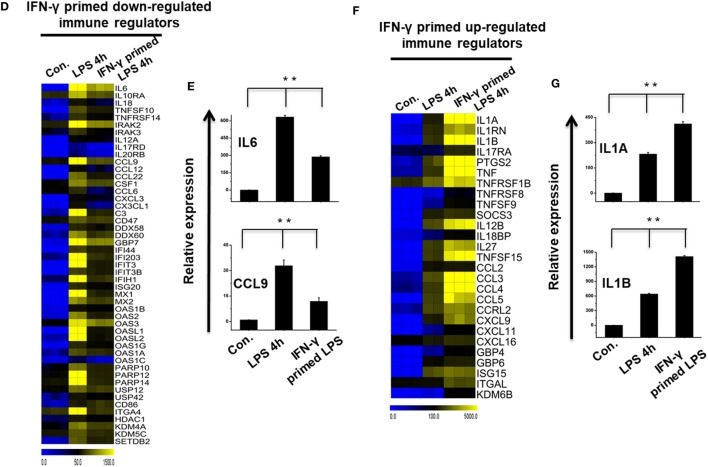
Comparison of only lipopolysaccharide (LPS)-inducible and interferon-g (IFN-γ)-primed LPS-inducible transcriptional datasets. **(A,B)** Heat map representation of the transcripts that were uniquely upregulated in LPS-inducible and IFN-γ-primed LPS-inducible bone marrow-derived macrophages (BMDMs), respectively. **(C)** Gene set enrichment analysis (GSEA) results showing C5 gene ontology (GO) terms collections of the GSEA molecular signatures database (MSigDB) v6.1 in LPS-inducible and IFN-γ-primed LPS-inducible upregulated inflammatory genes in BMDMs. The top GO terms are ranked by the NES. **(D,F)** Heat map representation of the positive regulators of inflammatory transcripts [cytokines, chemokines, and interferon regulated genes (IRGs)] that were either down or upregulated in IFN-γ-primed LPS-inducible BMDMs compared with only LPS-inducible BMDMs, respectively. **(E,G)** Validation of IFN-γ-primed LPS-inducible down or upregulated genes compared with only LPS-inducible BMDMs, respectively. Gene expression was normalized to the glyceraldehyde-3-phosphate dehydrogenase transcript levels. **P < 0.001 compared with the control. The data represent three independent biological experiments.

To further characterize the similarities and differences between IFN-γ-primed LPS-inducible and Only LPS-inducible BMDMs, we compared the expression levels of several specific gene families involved in immune responses, including cytokines, chemokines, IRGs, and epigenetic regulators. We found that only LPS-inducible BMDMs expressed significantly higher levels of IL6, IL10RA, IL18, TNFSF10, CCL9, CCL12, and CCL22, among others (Figures 3D,E; Figure S4B in Supplementary Material). In contrast, IFN-γ-primed LPS-inducible BMDMs expressed significantly higher levels of several specific gene families involved in immune responses, including IL1A, IL1RN, IL1B, PTGS2, TNF-α, CCL2, CCL3, and CCL4, among others, compared with only LPS-inducible BMDMs (Figures 3F,G; Figure S4C in Supplementary Material). These data suggest that alterations in the expression levels of these transcripts during pathologic conditions not only reflect unique functional capabilities but can also be used as potential targets to identify these cells in distinct physiologic conditions.

### Time Series of the Divergence of IFN-γ-Primed LPS-Inducible and only LPS-Inducible TFs and Transcription Co-Factors (TcoFs) in BMDMs

Transcription factors and their targets are a key part of active gene expression programs, and the alteration of key TFs is a feature of many deadly diseases, including many inflammatory diseases (45). To identify the key TFs associated with inflammation, we computed RNA-seq dataset and analyzed the multiple families of TFs that showed a log_2_-fold change in expression ≥1.0 in IFN-γ-primed LPS-inducible BMDMs compared with control BMDMs. Based on a search of the TF database (46), we detected a total of 34 upregulated TFs that were shared between the four time course samples in Figure S5A in Supplementary Material. 

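Of the 34 TFs listed in Fig. 4A, 33 had an FDR of at most 0.01 and a log2 fold change of at least 1, the paper's cutoff for TFs, at all 4 time points of IFN-γ-primed LPS stimulation. All 34 passed at 1, 4 and 12 h, and 33 passed at 24 h. The TF database was not available, so the list is the paper's. Between 32 and 33 of the TFs passed at every time point when any 1 of the 15 samples was left out. The count moved furthest, to 22, with the cutoff as the null hypothesis.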

In order to obtain clusters of upregulated TFs, we perform hierarchical clustering based on the shared set of TFs (34 upregulated TFs). 

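Among the 34 TFs listed in Fig. 4A, the mean log2 CPM was highest at 1 h for 5, at 4 h for 23 and at 12 or 24 h for 6. Junb, on chromosome 8 from 84974484 to 84978718 of mm10, had 119 ± 4.72 CPM in control BMDMs and 1507 ± 53.3 at 1 h (SD, n = 3). Its log2 fold change at 1 h was 3.66 (standard error 0.0994, adjusted p = 1.41e-33 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between 3.63 and 3.69 with any sample left out. Batf2 rose from 0.787 ± 0.385 CPM in the control to 122 ± 5.28 at 4 h (SD, n = 3). Irf7 reached 1283 ± 85.8 CPM at 12 h and 1263 ± 20.9 at 24 h, a difference smaller than the SD at 12 h. From its hierarchical clustering of these TFs, the paper concludes that they form early, middle and late sets.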

Three well-separated TFs were detected: “early,” upregulated at 1 h; “middle,” upregulated at 4 h; and final, “late,” upregulated at 12 and 24 h (Figures 4A,C; Figure S5C in Supplementary Material). Many deterministic factors, such as the localization and modification of the associated TFs, affect TF alterations. Therefore, using a similar approach (46), we next examined the TcoFs in IFN-γ-primed LPS-inducible BMDMs compared with control BMDMs. 

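Of the 23 TcoFs in Fig. 4B, 10 were upregulated at all 4 time points with a log2 fold change of at least 1 and an FDR of at most 0.01. Another 12 were upregulated at 4, 12 and 24 h but not at 1 h. All 23 passed at 4 h, 22 at 12 h and 22 at 24 h. Their mean log2 CPM was highest at 1 h for 2 TcoFs, at 4 h for 10 and at 12 or 24 h for 11. Leaving out a sample gave 9 to 10 TcoFs at all 4 time points and 11 to 13 at the later 3. With the cutoff as the null hypothesis, 6 TcoFs remained at all 4 time points.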

According to the above criteria, 10 TcoFs were shared between the four time course samples, and 13 TcoFs were shared between the middle and late time course in IFN-γ-primed LPS-inducible BMDMs (Figure 4B; Figure S5B in Supplementary Material).

**Figure 4:**
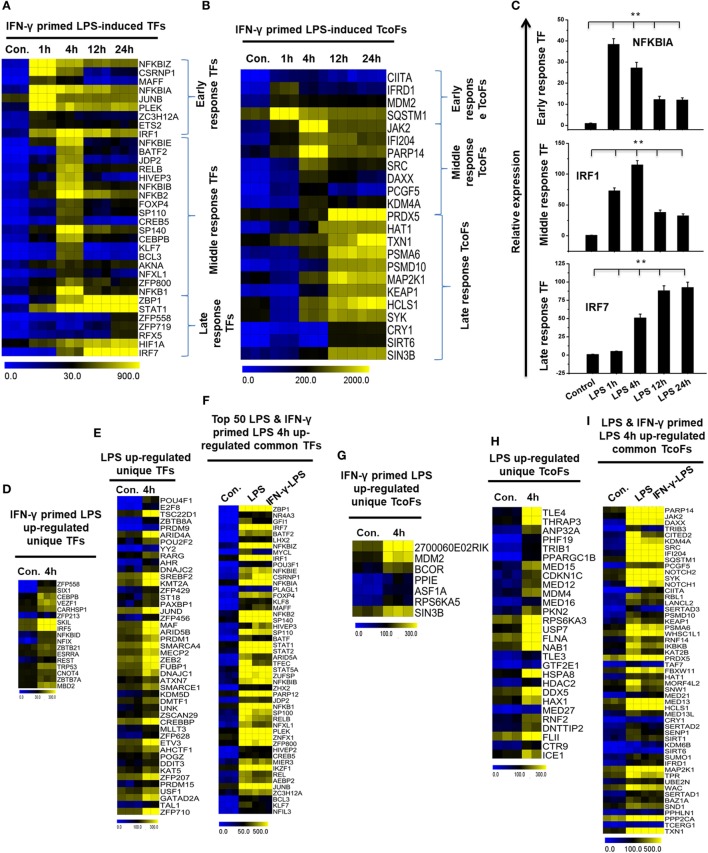
Time series and differences in transcription factor (TF) and transcription co-factor (TcoF) expression in lipopolysaccharide (LPS)-induced and interferon-g (IFN-γ)-primed LPS-induced bone marrow-derived macrophages (BMDMs). **(A,B)** Heat map representation depicting the expression of early, middle, and late upregulated TFs and TcoFs in IFN-γ-primed LPS-inducible BMDMs, respectively (*P* ≤ 0.01, and log_2_-fold change ≥ 1.0). **(C)** Validation of early (NFkBIA), middle interferon regulatory factor-1 (IRF1), and late (IRF7) upregulated TFs in IFN-γ-primed LPS-inducible BMDMs. Gene expression was normalized to glyceraldehyde-3-phosphate dehydrogenase transcript levels. **P < 0.001 compared with the control. The data represent three independent biological experiments. **(D,G)** Heat map representation of the TFs and TcoFs that were uniquely upregulated in IFN-γ-primed LPS-inducible BMDMs, respectively. **(E,H)** Heat map representation of the TFs and TcoFs that were uniquely upregulated in LPS-inducible BMDMs, respectively. **(F,I)** Heat map representation of common TFs and TcoFs in LPS-inducible and IFN-γ-primed LPS-inducible BMDMs.

To further identify common and unique characteristics between IFN-γ-primed LPS-inducible and only LPS-inducible BMDMs, we next examined the TFs and TcoFs in IFN-γ-primed LPS-inducible compared with only LPS-inducible BMDMs. Using a similar approach (46), we found that IFN-γ-primed LPS-inducible and only LPS-inducible BMDMs shared 120 TFs and 53 TcoFs (log_2_-fold change ≥ 1.0, *P* ≤ 0.01) at 4 h time, respectively, suggesting a substantial number of similarities between the two BMDM treatment conditions (Figures 4F,I; Figures S5D,E in Supplementary Material). However, IFN-γ-primed LPS-inducible and only LPS-inducible BMDMs also displayed substantial differences in transcriptional regulators. 

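On the IFN-γ-primed side, 13 of the 17 TFs listed in Fig. 4D had a log2 fold change of at least 1 and an FDR of at most 0.01 at 4 h against control BMDMs, and 16 had a positive change with that FDR at any size. All 7 TcoFs of Fig. 4G passed both cutoffs. With a sample left out, 12 to 15 TFs and 6 to 7 TcoFs passed. The TFs depended most on the depth of their counts, with 5 passing among genes with at least 10 counts in every sample. Whether these TFs and TcoFs change with LPS alone in BMDMs was not analysed here.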

In IFN-γ-primed LPS-inducible BMDMs, 17 TFs and 7 TcoFs were upregulated that were not common to the only LPS-inducible BMDMs. In contrast, in only LPS-inducible BMDMs, 46 TFs and 28 TcoFs were upregulated at 4 h that were not common to the IFN-γ-primed LPS-inducible BMDMs (Figures 4D,E,G,H; Figures S5D,E in Supplementary Material). The unique and common sets of TFs and TcoFs at 4 h are presented in Figures 4D–I. These data suggest that the identified TFs and TcoFs have an important role of the selective inflammatory gene expression that occurs in IFN-γ-primed LPS-inducible and only LPS-inducible BMDMs.

### Identification of Important Motif Activities Involved in IFN-γ-Primed LPS-Inducible BMDMs

To investigate the contribution of the promoter sequence and the underlying mechanisms of the shared set of transcripts (255 upregulated genes) among the four time course samples of BMDMs (IFN-γ-primed LPS 1, 4, 12, and 24 h stimulation), we precisely evaluated DNA-binding factors within the promoter sequences of the coordinately expressed genes. We used the Pscan software tool of reported TF binding sites in parallel with expression profiling, which was applied to perform computational promoter analysis of over-represented *cis*-motifs residing within the 5′-promoter regions of IFN-γ-primed LPS-inducible upregulated genes. We identified the putative binding sites for IRF group TFs (IRF1, IRF7, IRF8, and IRF9), NF-κB group TFs (RELA, NF-κB1, and NF-κB2), and STAT group TFs (STAT1, STAT2, and STAT2), as well as other important groups of TFs (SPI1 and JUNB) that were significantly enriched in the IFN-γ-primed LPS-inducible BMDMs (Figure 5A). Next, we analyzed the number of IFN-γ-primed LPS-inducible shared sets of upregulated genes containing IRF1, RELA, and STAT1-binding motifs in their promoter sequences. 

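The genes with motifs in Excel file S1 were looked up in the counts, and the promoter motifs themselves were not recomputed. Of the 156 genes listed with an IRF1 motif, 153 were upregulated at all 4 time points of IFN-γ-primed LPS stimulation in these counts. The same held for 158 of the 159 genes with a RELA motif. They are part of the 283 genes upregulated at all 4 time points. Irf1 itself rose from 27.7 ± 3.26 CPM in the control to 1385 ± 78.6 at 4 h (SD, n = 3). The set of shared genes shrank most, to 147, when at least 10 counts were required in every sample. The paper calls the share of genes with these motifs significant and takes direct regulation from IPA and ChIP. It concludes that TF proteins and promoter sequences may affect the transcription of a gene.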

Interestingly, among the upregulated genes, we found that a significant percentage of the cytokines and chemokines, as well as IRGs, contained IRF1 (156/255; 61%), RELA (159/255; 62%), and STAT1 (147/255; 57%) binding motifs within the promoter region of upregulated genes (from −950 bp to +50 bp), as indicated in Figure 5B and Excel file S1 in Supplementary Material. In addition to the Pscan software tool, we also designed a method for discovering the motif conservation in mammalian promoters using the TRANSFAC database with mapped annotated binding sites (TFBSs), which were experimentally defined promoters from transcription start site (TSS) region. We conducted a TFBS analysis to assess the top five early, middle, and late upregulated genes in IFN-γ-primed LPS-inducible BMDMs. Applying this TRANSFAC database to the gene promoters revealed that the putative binding sites for IRF, NF-κB, and STAT were significantly enriched (Figure 5C). Furthermore, in order to obtain target genes that were directly or indirectly activated by the identified TFs, we applied IPA software. Importantly, the assessment of upstream regulators by IPA, similarly revealed that most of the cytokines and chemokines were also directly regulated by TFs, including RELA, IRF1, and STAT1, among the shared set of upregulated genes (Figure 5D). In addition, we performed ChIP experiments in order to determine IRF1 and STAT1 occupancy in target genes promoter regions. IRF1 and STAT1 directly bound to TNF-α, CCL2, CXCL2, and CXCL10 promoter regions in the LPS-induced RAW264.7 macrophage cell line (Figure 5E). In total, these data indicate that inducible expressed, distinct or overlapping sets of TF family proteins, as well as regulatory promoter sequences, may affect the transcriptional activity of a gene under distinct pathologic conditions in BMDMs.

**Figure 5:**
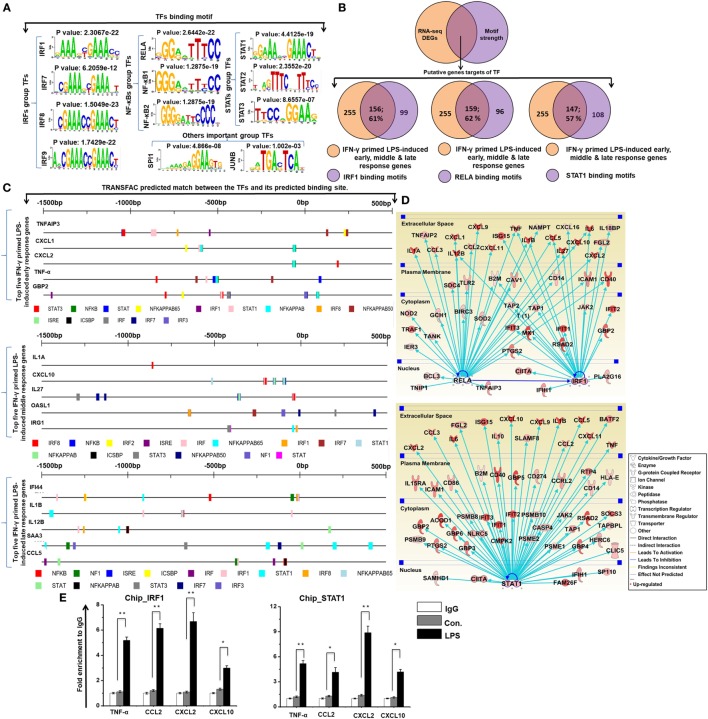
Transcription factor (TFBSs) analysis within the promoters of common early, middle, and late upregulated genes in interferon-g (IFN-γ)-primed lipopolysaccharide (LPS)-inducible bone marrow-derived macrophages (BMDMs). **(A)** Patterns of TF motif enrichment within the promoters of the common early, middle and late upregulated genes in IFN-γ-primed LPS-inducible BMDMs **(B)** Venn diagrams of common early, middle and late upregulated genes associated with interferon regulatory factor-1 (IRF1), RELA, and signal transducer and activator of transcription 1 (STAT1) in BMDMs. **(C)** TRANSFAC predicted match showing the predicted TFs and their predicted binding sites for the top five early, middle and late upregulated genes in IFN-γ-primed LPS-inducible BMDMs. **(D)** The activity of highly connected positive regulators of the inflammatory genes IRF1, RELA, and STAT1 led to the activation of this network, as assessed using the ingenuity pathway analysis molecule activity predictor in IFN-γ-primed LPS-inducible BMDMs. **(E)** Chromatin Immunoprecipitation (ChIP) assay to determine the binding of IRF1, and STAT1 to target genes. The ChIP-enriched samples were subjected to quantitative PCR with selected genes promoters. The graphs represent the mean fold values of enrichment relative to IgG control from three independent experiments. *P ≤ 0.01 and **P ≤ 0.001 compared with the control.

### Transcriptional Divergence in IL-4 and IL-13-Treated BMDMs

To directly compare the transcriptomes of IL-4-treated and IL-13-treated BMDMs, RNA-seq experiments were carried out after depletion of rRNA. 

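IL-4 and IL-13 were each given at 10 ng/ml for 12 h to BMDMs grown for 4 days with 25 ng/ml M-CSF, and RNA-seq was done on 3 samples of each and on the same 3 control samples as the time course. The labels give the control a culture of 4 h, so treated and control cells differ in culture time as well as in cytokine. The authors deposited whole-number read counts per gene from STAR, without normalization, and the counts on the strand of the gene were used. The total count on genes was 2577288 to 2776685 in the control (median 2666211), 2495719 to 2718848 with IL-4 and 2546453 to 2630310 with IL-13. Rn45s, a ribosomal precursor gene, took 30.8% to 39.8% of the counts of the treated samples although ribosomal RNA had been depleted. The 9 samples were fitted together in edgeR's quasi-likelihood model after TMM normalization, over 9262 genes past the filter on low counts. IL-4 and IL-13 were each tested against the control, and IL-13 was also tested directly against IL-4. The cutoffs were the paper's, an FDR of at most 0.01 and a log2 fold change of at least 0.7. Counts antisense to Rn45s separate the libraries: their share of all Rn45s counts was 0.0386% to 0.122% in the 12 libraries of control and 1, 4 and 12 h of IFN-γ-primed LPS, and 0.00603% to 0.0214% in the 9 libraries of 24 h, IL-4 and IL-13. The control and the cytokine-treated libraries therefore fall on either side of this difference, which may mark a library batch. By design, such a batch cannot be told apart from the treatment. The change from 12 to 24 h crosses the same difference. Across 9838 genes, its Pearson r was -0.0443 with the IL-4 change and -0.0699 with the IL-13 change. That gave no sign of a shared shift, but biological changes from 12 to 24 h could hide one.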

Next, to investigate the congruency among biological replicates and general trends in the data, PCA was performed. The PCA analysis showed no outlier samples and separate grouping of control BMDMs and IL-4 and IL-13-stimulated BMDMs (Figure S2B in Supplementary Material). 

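On the first 2 components of a PCA of the 500 most variable genes, which carried 66.3% and 6.60% of the variance of the 9 samples, control BMDMs lay apart from both treated groups. The smallest distance from a control to an IL-4 sample was 2.76 times the largest distance between replicates of these groups, and from a control to an IL-13 sample 3.26 times. Between IL-4 and IL-13 samples, the smallest distance was 5.08 and the largest distance between replicates was 6.19, a ratio of 0.820. That replicate distance lay mostly along the second component. On the first component alone, the groups were apart, with IL-4 samples at 6.70 to 7.08 and IL-13 samples at 11.0 to 11.4. Over all 3 groups the ratio was 0.584, and it changed most with all genes past the filter in place of 500, to 0.272. In the paper's own PCA, control, IL-4 and IL-13 samples are described as separate on the first component, and replicates on the second.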

Using a false discovery rate (FDR ≤ 0.01), *P* ≤ 0.01, and fold change ≥0.7 log_2_ as cutoff values for the up or downregulation of genes, we identified 279 genes that were differentially regulated in IL-4-treated BMDMs (Figure 6A). 

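In BMDMs treated with IL-4, 360 of 9262 genes were past an FDR of 0.01 and a log2 fold change of 0.7. Arg1 and Chil3 had the largest increases. Arg1, on chromosome 10 of mm10 from 24915221 to 24927484, had 0 counts in the control and 19.3 ± 1.33 CPM with IL-4 (SD, n = 3). Chil3, on chromosome 3 from 106147554 to 106167564, rose from 3.57 ± 1.08 to 504 ± 29.9 CPM, a log2 fold change of 7.12 (standard error 0.145, adjusted p = 2.97e-41 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Slc40a1 fell to 33.3 ± 6.31 CPM with IL-4, a log2 fold change of -2.21. Taking the cutoff as the null hypothesis reduced the counts most, to 66 upregulated and 14 downregulated genes.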

Among 279 DEGs in IL-4-treated BMDMs, 178 genes were upregulated and 101 genes were downregulated (Figure 6A). 

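IL-4 upregulated 207 genes and downregulated 153. Leaving out a sample gave 181 to 222 upregulated and 115 to 169 downregulated genes. In the labels, the control, IL-4 and IL-13 samples share replicate numbers 1, 2 and 3, but the numbers did not pair the samples: the mean correlation of deviations was 0.00908 for the same number and -0.00456 for different numbers (permutation test over all 36 pairings, p = 0.361). With the replicate block, 149 genes were downregulated, and 189 of the upregulated genes were shared with IL-13. DESeq2 called 171 and 89.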

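IL-13 changed 495 of the 9262 genes tested at the cutoffs that gave 360 genes for IL-4, with the same 3 control samples. The largest increases were of Arg1, Chil3 and Cish, of which Chil3 rose from 3.57 ± 1.08 CPM in the control to 977 ± 9.78 with IL-13 (SD, n = 3). When IL-13 was tested directly against IL-4, 5 genes were higher and 1 lower past the same cutoffs. The number higher was 1 to 8 in the 9 fits that each left out a sample, and 0 among genes with at least 10 counts in every sample. That filter includes the control, where genes such as Chil3 and Irf4 (0.892 ± 0.580 CPM) had few counts. The 0 therefore does not test the direct difference for such genes.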

Surprisingly, we found significant generational differences in IL-13-treated BMDMs, in which 431 genes were differentially regulated. 

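With IL-13, 281 genes were upregulated and 214 downregulated against control BMDMs. With the replicate number, as the labels give it, as a block, 281 genes were upregulated. The numbers ranged from 267 to 289 and from 179 to 236 over the 9 fits without a sample, and the furthest values were 110 and 23, with the cutoff as the null hypothesis.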

Of these, 264 genes were upregulated and 167 genes were downregulated in response to IL-13 (Figure 6A). Notably, in both groups, the number of upregulated genes was approximately 1.5 times higher than that of downregulated genes. 

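The ratio of upregulated to downregulated genes was 1.35 for IL-4, from 207 and 153 genes, and 1.31 for IL-13, from 281 and 214 genes. The ratio depends on the test, since DESeq2 called 171 upregulated and 89 downregulated genes for IL-4.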

Moreover, the numbers of total differentially expressed, upregulated, and downregulated genes were comparable between the two treatments. 

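Of the genes past the cutoffs with either treatment, IL-4 had 207 upregulated and 153 downregulated and IL-13 had 281 and 214. Without the fold-change cutoff, at an FDR of at most 0.01, IL-4 increased 408 genes and decreased 305, and IL-13 increased 534 and decreased 396. The numbers fell most with the cutoff as the null hypothesis, to 66 upregulated genes for IL-4 and 110 for IL-13. The paper calls these numbers comparable between the treatments.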

To gain insight into the physiological function of M2 macrophages, based on our identified IL-4 and IL-13-treated molecular signature in BMDMs, we applied GSEA and IPA. We observed that the functions most associated with IL-13-treated BMDMs were involved in several BPs such as immune system process, response to external stimulus, and cellular response to organic substance (Figure 6F).

**Figure 6:**
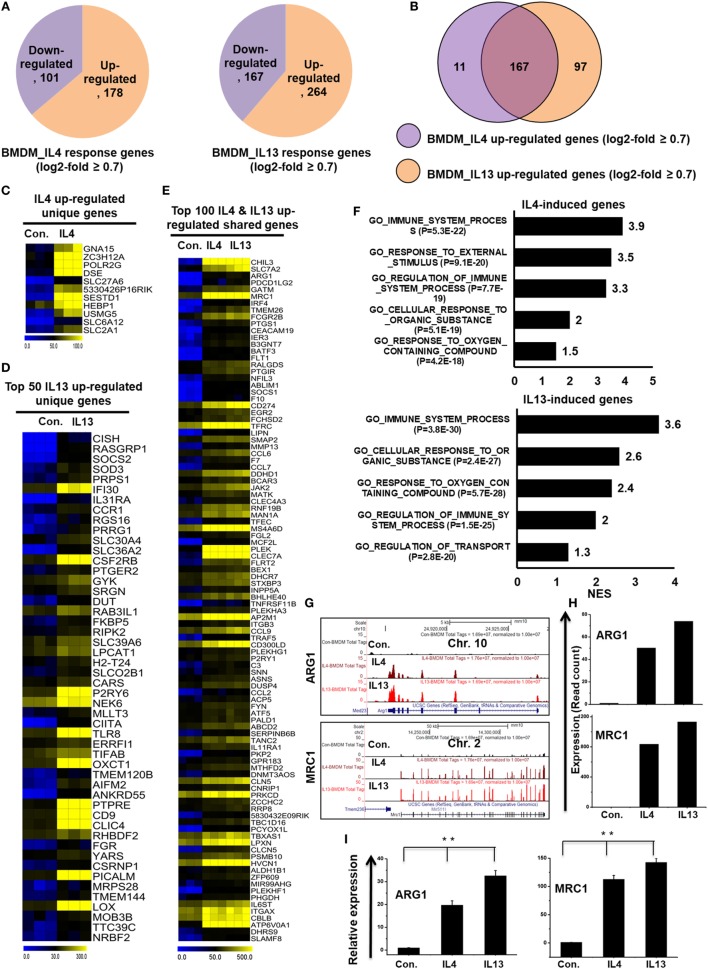
Differences in transcriptomic profiles between interleukin-4 (IL)-4 and IL-13-treated bone marrow-derived macrophages (BMDMs). **(A)** Pie chart displaying the number of up or downregulated genes in IL-4 and IL-13 treated BMDMs. **(B)** The area of overlap indicates the number of unique or shared upregulated genes in IL-4 and IL-13-treated BMDMs. **(C,D)** Heat map representation of the transcripts that were uniquely upregulated in IL-4 and IL-13-treated BMDMs, respectively. **(E)** Heat map representation depicting transcripts that were commonly expressed in IL-4 and IL-13-treated BMDMs. **(F)** Gene set enrichment analysis results of the functional annotations that were associated with the upregulated genes in IL-4 and IL-13-treated BMDMs. **(G)** UCSC Browser images representing the normalized RNA-seq read density in commonly expressed M2-associated genes between IL-4 and IL-13-treated BMDMs. **(H)** The transcript abundance (in read count) was evaluated using RNA-seq for commonly expressed M2-associated genes between IL-4 and IL-13-treated BMDMs. **(I)** Validation of commonly upregulated M2-associated genes in IL-4 and IL-13-treated BMDMs. Gene expression was normalized to glyceraldehyde-3-phosphate dehydrogenase transcript levels. **P < 0.001 compared with the control. The data represent three independent biological experiments.

To further investigate common and unique characteristics between IL-4 and IL-13-treated BMDMs, Venn diagrams were used to compare the transcriptomes of IL-4-treated and IL-13-treated BMDMs. Using a similar approach (see above section), the differential expression analysis clearly revealed that IL-4 and IL-13 upregulated unique gene expression patterns in BMDMs (Figure 6B), indicating a substantial number of differences in their transcriptomes. 

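Among upregulated genes, 191 passed the cutoffs with both treatments, 90 with IL-13 only and 16 with IL-4 only. Of the 90 genes upregulated by IL-13 only, 89 also had a positive change with IL-4, and 37 of these changes had an FDR of at most 0.01 at a size under the cutoff. Their median log2 fold change was 0.609 with IL-4 and 0.829 with IL-13. Tested directly between IL-13 and IL-4, 0 of the 90 genes had an adjusted p of at most 0.01. With the cutoff as the null hypothesis, the sets were of 66, 44 and 0 genes. From the sets that do not overlap, the paper concludes that the transcriptomes of the treatments differ substantially.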

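By the cutoffs of an FDR of at most 0.01 and a log2 fold change of at least 0.7 against control BMDMs, 90 genes were upregulated with IL-13 and not with IL-4. Of the 50 genes that Fig. 6D lists as unique to IL-13, 48 could be tested and 34 were in this set, and 13 were upregulated with both treatments. All 48 had the larger fold change with IL-13, and 26 also changed with IL-4 at an FDR of at most 0.01. From 79 to 116 genes were unique to IL-13 when a sample was left out, and 44 with the cutoff as the null hypothesis.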

In IL-13-treated BMDMs, 97 genes were upregulated that were not common to the IL-4-treated BMDMs. In contrast, in IL-4-treated BMDMs, 11 genes were upregulated that were not common to the IL-13-treated BMDMs (Figure 6B). 

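Upregulation with IL-4 and not with IL-13 was found for 16 genes. All 16 also had a positive change with IL-13, and 7 of these changes had an FDR of at most 0.01 at any size. Their median log2 fold change was 0.762 with IL-4 and 0.667 with IL-13, and 0 of the 16 differed in the direct test. Of the 11 genes listed in Fig. 6C, 10 were upregulated with IL-4 and 5 of these with IL-13 too. Leaving out 1 of the 9 samples moved the number between 9 and 30, and the cutoff as the null hypothesis left 0.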

The unique gene sets for IL-4 and IL-13-treated BMDMs are presented in Figures 6C,D. However, IL-4 and IL-13-treated BMDMs also displayed similarities in their transcriptomes. 

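Both IL-4 and IL-13 upregulated 191 genes in BMDMs. Of the 145 genes listed with an EGR2, MYC or IRF1 motif in Excel file S2, all were upregulated with IL-4 in these counts, and 1 of them was not with IL-13. The shared set was of 169 to 197 genes when a sample was left out. It changed most, to 66, with the cutoff as the null hypothesis.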

Among the upregulated genes, two treatment groups shared 167 genes (Figures 6E,G–I). 

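Of the 191 genes upregulated by both treatments, 171 (89.5%) had the larger fold change with IL-13 (exact Clopper-Pearson 95% interval 84.3% to 93.5%, which takes genes as independent, and they are not). The median log2 fold change was 1.11 with IL-4 and 1.36 with IL-13. In the direct test of IL-13 against IL-4, 8 of the 191 genes had an adjusted p of at most 0.01 and 14 of at most 0.05. Chil3 had 977 ± 9.78 CPM with IL-13 and 504 ± 29.9 with IL-4 (SD, n = 3 each), a log2 fold change of 0.954 (standard error 0.0780, adjusted p = 6.03e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Mrc1 had 421 ± 35.0 CPM with IL-13 and 328 ± 5.49 with IL-4, a log2 fold change of 0.359 (standard error 0.0827, adjusted p = 0.0364 from the same edgeR test with Benjamini-Hochberg adjustment). Arg1, with 27.5 ± 4.97 and 19.3 ± 1.33 CPM, did not differ past the threshold (adjusted p = 0.398 from the same edgeR test with Benjamini-Hochberg adjustment). The share of genes with the larger fold change under IL-13 ranged from 81.1% to 92.4% with a sample left out. From Fig. 6G to I, the paper concludes that almost all M2-associated genes respond more strongly to IL-13.

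**Figure D2:**
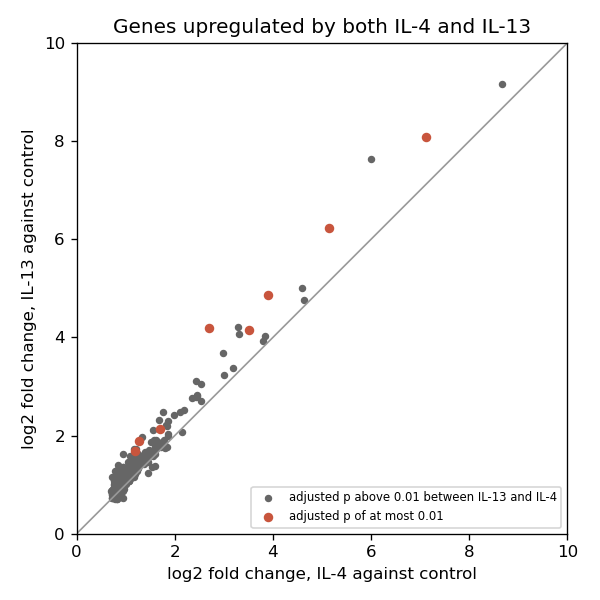
Log2 fold change against control BMDMs with IL-4 (x axis) and IL-13 (y axis) for each of the 191 genes upregulated by both, with the line of equal change. Most points, 171 of 191, lie above the line, and the 8 genes in red are those with an adjusted p of at most 0.01 between IL-13 and IL-4 (3 samples each).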

We also found that almost all the M2-associated genes were more highly induced in IL-13-treated BMDMs than in IL-4-treated BMDMs (Figures 6G–I). These data suggest that IL-13 treatment induces the expression of a unique set of genes in BMDCs that are distinct from those induced by IL-4, potentially offering targets for further investigations into the biology of alternative activated macrophages.

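The direct comparison behind this distinction is IL-13 against IL-4, with 3 samples each. Past an FDR of 0.01 and a log2 fold change of 0.7, Irf4, Cx3cr1, Pdcd1lg2, Chil3 and Tmem26 were higher with IL-13 and Mir6236 was lower. Irf4 had 17.0 ± 2.54 CPM with IL-13 and 5.97 ± 1.23 with IL-4 (SD, n = 3), a log2 fold change of 1.49 (standard error 0.250, adjusted p = 0.000375 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cx3cr1, which fell with IL-4 from 30.5 ± 2.73 CPM in the control to 4.36 ± 1.66, stood at 11.8 ± 1.75 CPM with IL-13. The difference of Cx3cr1 lost its significance in 5 of the 9 fits without a sample, that of Pdcd1lg2 in 3 and that of Irf4 in 1. That of Chil3 kept it in all 9. DESeq2 called 2 genes higher with IL-13. It gave Irf4, Cx3cr1 and Pdcd1lg2 no adjusted p, at log2 fold changes of 1.50, 1.44 and 1.10. Its lower number therefore does not speak against these 3 genes. The paper reasons from the genes past the cutoffs with IL-13 and not IL-4 that IL-13 induces a unique set of genes.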

### Paradox of Promoter Conservation and Divergence of the Expression of TFs with TcoFs in IL-4 and IL-13-Treated BMDMs

To identify the distinct sets of TFs and TcoFs in M2 responsible for the transcriptional machinery, we computed RNA-seq dataset and analyzed the multiple families of TFs and TcoFs that were expressed 0.7-log2-fold higher in IL-4 and IL-13-treated BMDMs than in control BMDMs. Based on a search of the TF database (46), we identified TFs (*n* = 18 and 22, respectively) and TcoFs (*n* = 6 and 9, respectively) that were upregulated relative to the controls (Figures S6A,B in Supplementary Material). 

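The TFs and TcoFs were taken from the paper's figures, since the TF database was not available. All 17 TFs of Fig. 7A and all 6 TcoFs of Fig. 7B were upregulated with IL-4 and with IL-13 past an FDR of 0.01 and a log2 fold change of 0.7. Of the 5 TFs the paper gives for IL-13 only, 4 could be tested and 3 were upregulated with IL-13, and of its 3 TcoFs for IL-13 only, 2 could be tested and both were upregulated. With the cutoff as the null hypothesis, 6 of the 17 TFs and 1 of the 6 TcoFs were upregulated with both.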

Differential expression analysis of TFs and TcoFs clearly revealed that IL-4 and IL-13-treated BMDMs shared 17 TFs and 6 TcoFs, suggesting substantial similarities in their transcriptional regulation (Figures S6A,B in Supplementary Material). 

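All 17 TFs and all 6 TcoFs shown as shared were upregulated with both treatments in these counts. Nfil3 rose from 4.22 ± 1.05 CPM in the control to 22.8 ± 2.38 with IL-4 and 29.4 ± 1.55 with IL-13 (SD, n = 3). Egr2, on chromosome 10 from 67535475 to 67542188 of mm10, rose from 14.8 ± 4.63 CPM to 52.6 ± 5.07 and 68.4 ± 7.33. When a sample was left out, 13 to 16 TFs and 5 to 6 TcoFs stayed past the cutoffs with both. On the basis of the shared TFs and TcoFs, the paper proposes that transcriptional regulation is similar under the treatments.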

However, IL-4 and IL-13-treated BMDMs also displayed differences between the two BMDM treatment conditions. 

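For the 5 TFs and 3 TcoFs upregulated by IL-13 only in Figures S6A,B in Supplementary Material, 3 TFs (Mllt3, Csrnp1 and Klf10) and 2 TcoFs (Gnl3 and Picalm) passed the cutoffs with IL-13 and not with IL-4. Myrf and Ciita had too few counts to be tested, at most 13 in any of the 9 samples. Tested directly between IL-13 and IL-4, none of the TFs had an adjusted p of at most 0.05, and 1 of the TcoFs did. Under DESeq2 with Benjamini-Hochberg adjustment, Csrnp1 with IL-13 had an adjusted p of 0.0124 and was not called.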

In IL-13-treated BMDMs, 5 TFs and 3 TcoFs were upregulated that were not common to the IL-4-treated BMDMs (Figures S6A,B in Supplementary Material). 

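The TF that Figure S6A in Supplementary Material gives as upregulated by IL-4 only was upregulated with both treatments in these counts, past an FDR of 0.01 and a log2 fold change of 0.7. Its fold change was not larger with IL-13, and the direct test between the treatments did not pass an adjusted p of 0.05.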

In contrast, in IL-4-treated BMDM cells, 1 TF was upregulated that was not common to the IL-13-treated BMDMs (Figure S6A in Supplementary Material). The shared sets of TFs and TcoFs in IL-4 and IL-13-treated BMDMs are presented in Figures 7A,B,D and Figure S6C in Supplementary Material. 

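Of the 17 TFs of Fig. 7A, 16 had the larger fold change with IL-13, and of the 6 TcoFs of Fig. 7B, 5 did. In the direct test of IL-13 against IL-4, 1 TF and 1 TcoF had an adjusted p of at most 0.01. The TF was Irf4, on chromosome 13 from 30749226 to 30766976 of mm10. Batf3 had 13.6 ± 1.76 CPM with IL-13 and 8.05 ± 2.90 with IL-4 (SD, n = 3), a log2 fold change of 0.759 (standard error 0.252, adjusted p = 0.352 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change of Irf4 between the treatments stayed between 1.35 and 1.63 in 9 fits that each left out a sample. Without IL-4 replicate 3, its adjusted p was 0.0186 (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment) and did not pass 0.01. DESeq2 gave Irf4 no adjusted p and did not call it. From Fig. 7A, B and D and Fig. S6C, the paper concludes that the main M2-associated TFs respond more to IL-13.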

We also found that most important M2-associated TFs were more highly induced in IL-13-treated BMDMs than in IL-4-treated BMDMs (Figures 7A,B,D; Figure S6C in Supplementary Material).

**Figure 7:**
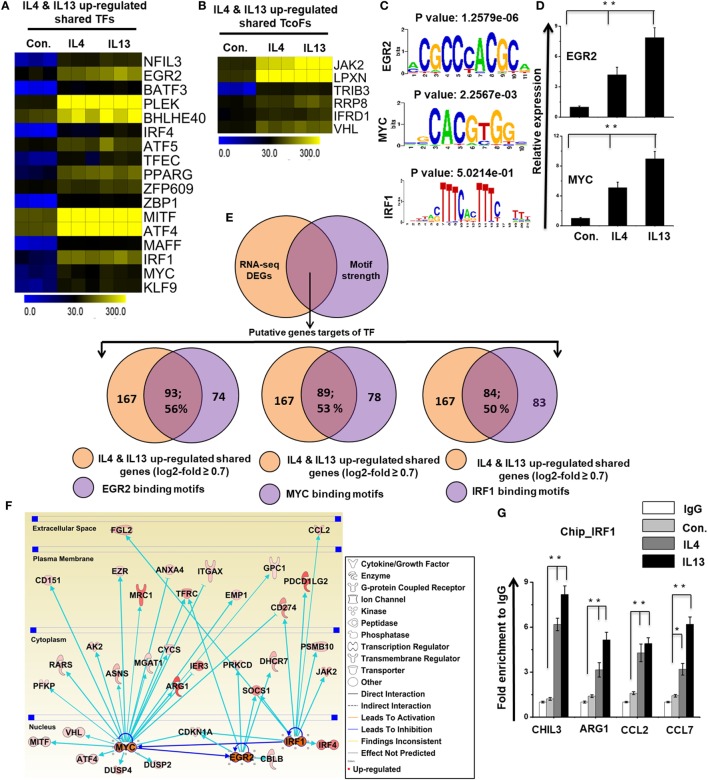
Differences in the expression of selected transcription factors (TFs) and transcription co-factors (TcoFs) between interleukin (IL)-4 and IL-13-treated bone marrow-derived macrophages (BMDMs). **(A,B)** Heat map representation of TFs and TcoFs that were commonly upregulated in IL-4 and IL-13-treated BMDMs, respectively. **(C)** Patterns of TF motif enrichment within the promoters of the common upregulated genes in IL-4 and IL-13-treated BMDMs. **(D)** Validation of commonly upregulated TFs in IL-4 and IL-13-treated BMDMs. Gene expression was normalized to glyceraldehyde-3-phosphate dehydrogenase transcript levels. **P < 0.001 compared with the control. The data represent three independent biological experiments. **(E)** Venn diagrams of common upregulated genes associated with EGR2, MYC, and IRF1 in IL-4 and IL-13-treated BMDMs. **(F)** The activity of the highly associated M2-associated genes EGR2, MYC, and IRF1 led to the activation of this network, as assessed using the ingenuity pathway analysis molecule activity predictor in IL-4 and IL-13-treated BMDMs. **(G)** Chromatin Immunoprecipitation (ChIP) assay to determine the binding of IRF1 to target genes. The ChIP-enriched samples were subjected to quantitative PCR with selected genes promoters. The graphs represent the mean fold values of enrichment relative to IgG control from three independent experiments. *P ≤ 0.01 and **P ≤ 0.001 compared with the control.

To identify the computational promoter analysis of over-represented *cis*-motifs and the underlying mechanisms between the two treatment conditions, we precisely extracted DNA-binding factors within the corresponding promoter sequences of the coordinately expressed M2 macrophage-associated genes (167 shared genes) in IL-4 and IL-13-treated BMDMs. We found that the putative binding sites for EGR2, MYC and IRF1 were significantly enriched in the shared M2 macrophage-associated genes (Figure 7C). Next, we determined the number of shared M2 macrophage-associated genes containing EGR2, MYC and IRF1 binding motifs in the promoter sequence. 

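The lists in Excel file S2 give 93 genes with an EGR2 motif, 89 with a MYC motif and 84 with an IRF1 motif, and 92, 88 and 84 of these were upregulated with both IL-4 and IL-13 in these counts. The motifs were not recomputed from promoter sequence. The shared set here has 191 genes, and it was smallest, at 66, with the cutoff as the null hypothesis. The paper calls the share of genes with these motifs significant. From its motif, IPA and ChIP results together, it proposes that TF proteins and promoter sequences may affect how genes change their transcription.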

Interestingly, among the upregulated genes, a significant percentage of the M2 macrophage-associated genes had EGR2 (93/167; 56%), MYC (89/167; 53%), and IRF1 (84/167; 50%) binding motifs within the promoter region (from −950 bp to +50 bp), as summarized in Figure 7E and Excel file S2 in Supplementary Material. Furthermore, in order to obtain target genes that were directly or indirectly activated by the identified TFs in response to IL-4 and IL-13 treatment, we applied IPA software. Importantly, the assessment of upstream regulators by IPA similarly revealed that the expression levels of most M2 macrophage-associated genes were also directly regulated by TFs, including EGR2, MYC and IRF1 in IL-4 and IL-13-treated BMDMs (Figure 7F). In addition, we performed ChIP experiments in order to determine IRF1 occupancy in target genes promoter regions. IRF1 directly bound to CHIL3, ARG1, CCL2, and CCL7 promoter regions in the IL-4 and IL-13-induced RAW264.7 macrophage cell line (Figure 7G). Taken together, these data may indicate that an inducible expression of distinct or overlapping sets of TF family proteins, as well as regulatory promoter sequences, may affect the capacity of a gene to alter its transcriptional level under the distinct transcriptional regulatory networks of M2 (IL-4) and M2 (IL-13).

### Macrophage Cell Lines Do Not Express a BMDM Signature

In many studies, researchers utilized the RAW264.7 macrophage cell line to understanding the complex role of macrophages in inflammation. However, doubt has arisen referring to the role of RAW264.7 macrophage cell line as a model for inflammation study. 

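RAW264.7 is a macrophage line derived from mice infected with Abelson leukemia virus. RNA-seq was done on 2 samples of RAW264.7 cells stimulated with 100 ng/ml LPS for 4 h and on 2 control samples. The authors deposited whole-number read counts per gene from STAR against mm10, without normalization, and the counts on the strand of the gene were used. The total count on genes was 2726149 and 2859224 in the control samples and 2779802 and 3002569 in the LPS samples, and Rn45s took 20.1% to 25.3% of it. The 4 samples were fitted in edgeR's quasi-likelihood model after TMM normalization, over 9436 genes past the filter on low counts, and called by the paper's cutoffs, an FDR of at most 0.01 and a log2 fold change of at least 2. With 2 samples per group, the adjusted p-values rest on the model's shared estimate of the spread. The BMDMs stimulated only with LPS that the paper compares with these cells were not analysed here.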

To identify the degree to which the primary BMDM genes that we detected were upregulated in RAW264.7 macrophages, we further constructed RNA-seq dataset to compare the differentially regulated genes in RAW264.7 macrophage cell line with that of primary BMDMs. Using Venn diagrams, heat maps and PCA of RAW264.7 macrophage and BMDM transcriptome profiles, we found that RAW264.7 macrophages differed from BMDMs (Figure S2C in Supplementary Material). 

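In a PCA of the 500 most variable genes over 3 control BMDM, 2 control RAW264.7 and 2 LPS-stimulated RAW264.7 samples, the first component carried 92.2% and the second 6.96% of the variance. The smallest distance between a control BMDM sample and a control RAW264.7 sample was 110, and that between control and LPS-stimulated RAW264.7 was 41.3. Replicates of one group lay at most 2.30 apart, so that the smallest distance between groups was 17.9 times as large. The ratio ranged from 16.9 to 31.9 when a sample was left out. No batch is given for these libraries, so the cell type and a batch cannot be told apart. From its own PCA, which also held LPS-treated BMDMs, and from heat maps and Venn diagrams, the paper concludes that RAW264.7 macrophages differ from BMDMs.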

We compared the identified molecular signatures of the most highly specific macrophage genes (log_2_-fold change ≥ 2.0) that we found to be expressed in BMDMs to those of RAW264.7 macrophages. Using a false discovery rate (FDR ≤ 0.01), *P* ≤ 0.01, and log_2_-fold change ≥2.0 as cutoff values for the up or downregulation of genes, we identified 196 genes that were differentially regulated following LPS treatment in RAW264.7 macrophages (Figure 8A). 

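LPS changed 300 of 9436 genes in RAW264.7 macrophages past an FDR of 0.01 and a log2 fold change of 2. The largest increases were of Il1a, Lif and Il1b. Il1a, on chromosome 2 from 129299610 to 129309972 of mm10, had 0 counts in both control samples and 1714 ± 42.7 CPM with LPS (SD, n = 2). Lif had 0 counts and 533 ± 14.4 CPM. Tnf rose from 62.4 ± 10.4 to 1394 ± 12.6 CPM (SD, n = 2), a log2 fold change of 4.48 (standard error 0.0861). The largest fall was of Cd28, from 5.76 ± 1.28 CPM to 0 counts in both LPS samples (n = 2). With the cutoff as the null hypothesis, which moved the counts most, 115 genes were upregulated and 6 downregulated.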

Of 196 DEGs in RAW264.7 macrophages, 177 genes were upregulated and 19 genes were downregulated (Figure 8A). 

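Of the 300 genes, 225 were upregulated and 75 downregulated. Leaving out 1 of the 4 samples gave 229 to 251 upregulated and 62 to 91 downregulated genes. The labels number the control and LPS samples 1 and 2, and with that number as a replicate block 226 genes were upregulated and 73 downregulated. Whether the numbers pair the samples could not be tested with 2 per group. The downregulated genes depended most on the method, with 44 under DESeq2 and 6 with the cutoff as the null hypothesis.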

Surprisingly, significant generational differences were observed at 4 h in LPS-treated BMDMs, in which 1,546 genes were differentially regulated. Of these, 969 genes were upregulated and 577 genes were downregulated following LPS treatment (Figure 8A). Our results clearly revealed that LPS upregulated unique gene expression patterns in BMDMs and RAW264.7 macrophages (Figure 8B), indicating a substantial number of differences in their transcriptomes between the two cell types. In BMDMs, 860 genes were upregulated that were not common to RAW264.7 macrophages. In contrast, 68 genes were upregulated in RAW264.7 macrophages that were not common to BMDMs (Figure 8B). The unique gene sets are presented in Figure 8C. However, BMDMs and RAW264.7 macrophages also had similarities in their transcriptomes and physiological functions according to GSEA (Figures 8D–F). Among the upregulated genes, RAW264.7 macrophages and BMDMs shared 109 genes following LPS treatment (Figure 8D).

**Figure 8:**
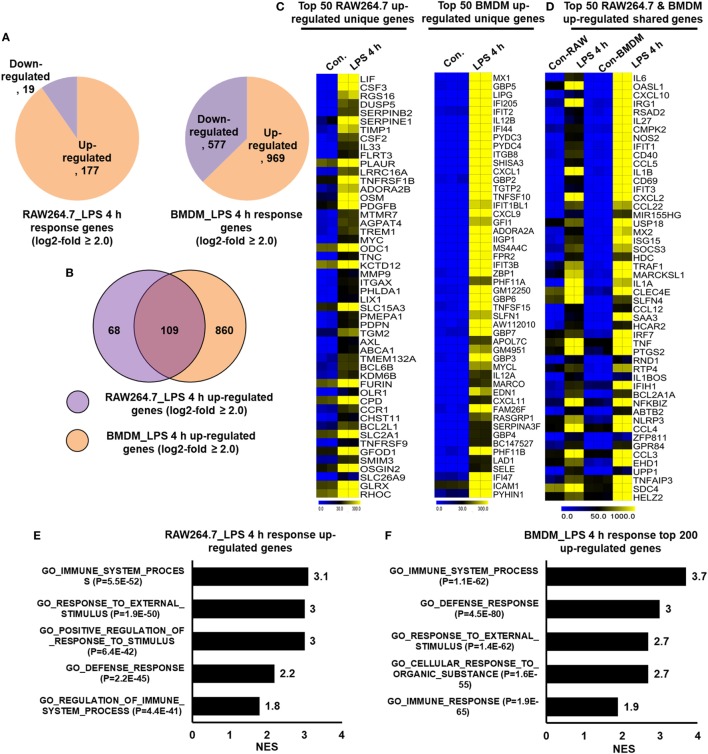
RNA-seq analyses reveals lipopolysaccharide (LPS)-induced inflammatory response-related genes and their downstream effectors in RAW264.7 macrophages and bone marrow-derived macrophages (BMDMs). **(A)** Pie chart displaying the number of up or downregulated genes at 4 h after LPS stimulation in RAW264.7 macrophages and BMDMs. **(B)** The area of overlap indicates the number of unique or shared upregulated genes after 4 h of LPS stimulation in RAW264.7 macrophages and BMDMs. **(C)** Heat map representation of the transcripts that were uniquely upregulated in RAW264.7 macrophages and BMDMs. **(D)** Heat map representation of the transcripts that were commonly upregulated in RAW264.7 macrophages and BMDMs. **(E,F)** Gene set enrichment analysis results of the functional annotations that were associated with upregulated genes at 4 h after LPS stimulation in RAW264.7 macrophages and BMDMs.

Importantly, we identified the expression of several specific inflammation-related gene families, as well as TFs and TcoFs, which were uniquely upregulated in LPS-treated BMDMs. We found that LPS upregulated 10 unique cytokines, 9 chemokines, 13 IRGs, 47 TFs, and 18 TcoFs in BMDMs (Figures 9B,D). The following inflammation-related genes were upregulated only in BMDMs: cytokines/chemokines (IL7, IL12A, IL12B, IL15, CCL6, CXCL1, CXCL3, CXCL9, etc.), IRGs (C3, GBP2, GBP3, GBP4, GBP5, GBP6, GBP9, GBP10, among others), TFs (ATF4, ATF5, BATF, IRF1, IRF2, among others), and TcoFs (MED13, MED13L, SIRT1, among others). 

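On the RAW264.7 side of this comparison, 0 of the 36 cytokines, chemokines and IRGs listed in Fig. 9B were upregulated by LPS at 4 h past an FDR of 0.01 and a log2 fold change of 2. The paper lists the genes of Fig. 9B and D as upregulated only in BMDMs, from these same RAW264.7 samples. That choice largely fixed the counts of 0 given here, so they are no independent evidence. Only 15 of the 36 had enough counts to be tested, and their log2 fold changes lay between -1.18 and 0.605. Il12a, Il12b, Cxcl1, Cxcl9 and Gbp4 had 0 counts in all 4 samples, and Gbp5 had at most 11 counts in a sample. These genes were therefore not tested. Of the 46 TFs of Fig. 9D, 34 were tested and 0 upregulated, and of 18 TcoFs, 17 were tested and 0 upregulated. Atf4 rose from 269 ± 4.82 to 380 ± 7.47 CPM (SD, n = 2), a log2 fold change of 0.498 (standard error 0.0777, adjusted p = 1.82e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is below the cutoff. Sirt1 fell from 31.4 ± 3.19 to 13.3 ± 2.06 CPM. The number upregulated stayed at 0 under every alternative, while the change of Atf5 lost its significance in all 4 fits that left out a sample. The paper reasons from lists like these that inflammation-related genes are upregulated only in BMDMs. The LPS-stimulated BMDMs were not analysed here.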

However, BMDMs and RAW264.7 macrophages also elicited the induction of shared cytokines, chemokines, IRGs, TFs, and TcoFs (Figures 9A,C). We also found that most of the positive regulators of inflammatory genes were more highly induced in BMDMs than in RAW264.7 macrophages (Figures 9E–G). Thus, BMDMs and RAW264.7 macrophages maintain their own molecular signature during inflammatory responses.

**Figure 9:**
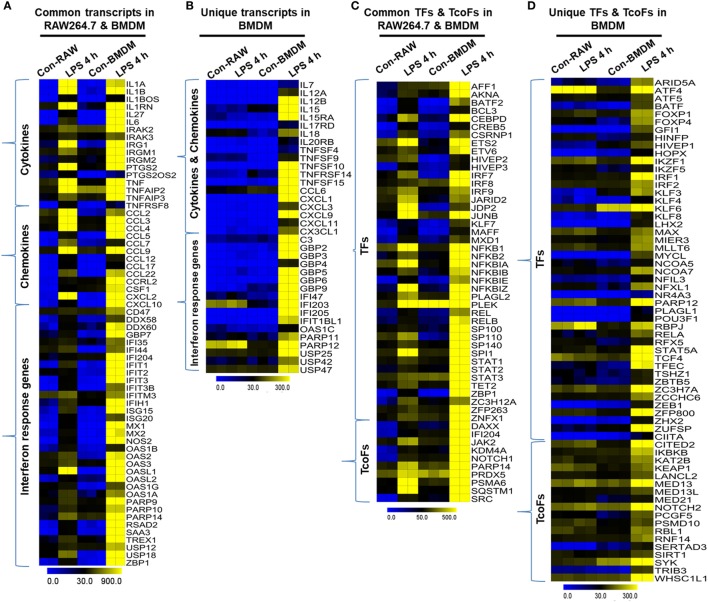

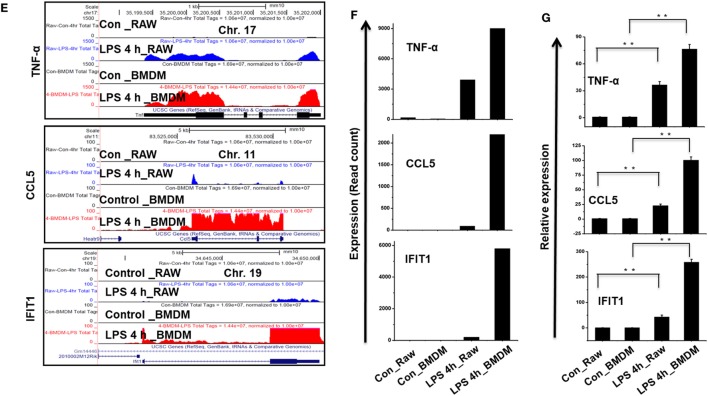
Differences in the transcriptomic profiles [cytokines, chemokines, interferon regulated genes (IRGs), transcription factors (TFs) and transcription co-factors (TcoFs)] between established RAW264.7 macrophages and bone marrow-derived macrophages (BMDMs). **(A,C)** Heat map representation depicting the common expression of positive regulators of inflammatory genes and TFs/TcoFs between RAW264.7 macrophages and BMDMs at 4 h after lipopolysaccharide (LPS) stimulation, respectively. **(B,D)** Heat map representation depicting the unique expression of positive regulators of inflammatory genes and TFs/TcoFs between RAW264.7 macrophages and BMDMs at 4 h after LPS stimulation, respectively. **(E)** UCSC Browser images representing the normalized RNA-seq read density for commonly expressed positive regulators of inflammatory genes between RAW264.7 macrophages and BMDMs. **(F)** The transcript abundance (in read count) was evaluated using RNA-seq to identify commonly expressed positive regulators of inflammatory genes between RAW264.7 macrophages and BMDMs. **(G)** quantitative real-time polymerase chain reaction (qRT-PCR) analysis of LPS-induced positive regulators of inflammatory gene expression (cytokines, chemokines, and interferon response genes) that were common to RAW264.7 macrophages and BMDMs. Gene expression was normalized to glyceraldehyde-3-phosphate dehydrogenase transcript levels. **P < 0.001 compared to the control. The data represent three biologically independent experiments.

### Confirmation of DEGs by qRT-PCR

Next, we confirmed the expression of the DEGs by real-time qRT-PCR using GAPDH as a reference gene. Most of the genes were selected for validation based on the distinct effects of IFN-γ-primed LPS-inducible versus only LPS-inducible BMDMs; IL-4 and IL-13-treated BMDMs as well as LPS-inducible BMDMs versus RAW264.7 macrophages. In almost all cases qRT-PCR results were consistent with the RNA-seq dataset based on the direction of change as well as its magnitude (Figures 2B, 3E,G, 4C, 6I, 7D and 9G).

## Discussion

In the present study, using high-resolution transcriptome analysis, we showed that LPS and IFN-γ reprogrammed the macrophage transcriptome to alter inflammatory responses. Although other laboratories have reported to determine gene expression changes in macrophages (21–24), thus far, a genome-wide search for IFN-γ mediated TLR4 cross-regulation has not been performed in murine macrophages. The aim of the present study was to provide more comprehensive transcriptome profiling of macrophages to inflammatory stimulation, was enhanced through the use of RNA-seq technology to examine IFN-γ-mediated TLR4 cross-regulation, IL-4/IL-13-primed M2 macrophage polarization and differences between RAW264.7 macrophages and BMDMs. The data obtained herein to a larger extent compared with the other literature studies (21–24). The current study not only significantly extends previous research findings but also distinguishes between IL-4 and IL-13-primed M2 macrophage polarization and between RAW264.7 macrophages and BMDMs. Such data support the contention that signaling crosstalk between IFN-γ and LPS to cross-regulate transcriptional responses, qualitative difference between RAW264.7 macrophages and BMDMs as well as IL-4 and IL-13-primed M2 macrophage polarization are prominent components of innate immunity that may lead to inflammation.

In the analysis of IFN-γ-primed LPS-induced genes, we identified three sets of genes: early, middle and late response genes. The most highly enriched groups of genes in the early response group are known to be involved in the immune system process and cellular response to organic substance: for example, CXCL2, GBP2, CXCL1, TNFSF9, SOCS3, and TNFA, among others. 

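Of the genes named here as early, Cxcl2 had 868 ± 95.0 CPM at 1 h and 658 ± 42.7 at 4 h (SD, n = 3) against 0.454 ± 0.523 in control BMDMs, and Cxcl1 had 381 ± 54.2 at 1 h and 233 ± 6.14 at 4 h. Tnfsf9 fell from 500 ± 77.0 CPM at 1 h to 120 ± 24.1 at 4 h. Socs3 was higher at 4 h, with 438 ± 35.7 CPM, than at 1 h, with 370 ± 14.6. Gbp2 had 1612 ± 77.9 CPM at 1 h and 1656 ± 32.4 at 4 h, a difference within the SD of the 1 h samples. Tnf had 5886 ± 428 and 6728 ± 302 CPM. The change of Cxcl2 at 1 h, a log2 fold change of 10.8 (standard error 0.308, adjusted p = 1.02e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), ranged from 10.2 to 12.0 with a sample left out. The paper describes the most enriched genes of its early set as having known roles in the immune system process and the cellular response to organic substance.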

The genes in the middle response group are known to be involved in the immune system process and defense response: for example, IL27, CXCL10, OASL1, IRG1, IL1A, and MX1, among others. 

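All 6 genes named as middle had their highest mean at 4 h of IFN-γ-primed LPS stimulation. Il27 went from 24.7 ± 5.76 CPM at 1 h to 1440 ± 134 at 4 h and 112 ± 9.74 at 12 h (SD, n = 3). Cxcl10 had 125 ± 18.6, 1306 ± 46.0 and 374 ± 29.3 CPM at the same time points. Oasl1 reached 714 ± 32.7, Irg1 9888 ± 783, Il1a 4184 ± 486 and Mx1 1039 ± 90.5 CPM at 4 h. For Cxcl10 at 4 h, the log2 fold change against the control was 13.0 (standard error 0.230, adjusted p = 9.64e-42 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and between 12.6 and 14.8 with a sample left out. The paper describes the genes of its middle set as having known roles in the immune system process and the defense response.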

Late response genes are known to be involved in immune system process: for example, IL12B, SAA3, CCL5, IL1B, IFI44, and RASD2 (Figures 2A,C). 

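Il12b was highest at 12 h, with 3255 ± 916 CPM (SD, n = 3), and Saa3 at 24 h, with 18745 ± 1508. Ccl5 had 3178 ± 341 CPM at 12 h and 3540 ± 95.1 at 24 h, and Ifi44 had 423 ± 121 and 248 ± 20.4. Il1b was highest at 4 h, with 4576 ± 390 CPM, close to its 4295 ± 94.4 at 12 h. Rsad2, which is taken here as the gene written RASD2, had 3911 ± 335 CPM at 4 h and 1593 ± 163 at 12 h. At 24 h, the log2 fold change of Saa3 was 13.8 (standard error 0.285, adjusted p = 1.40e-18 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With DESeq2 in place of edgeR, the log2 fold change of Ccl5 at 24 h was 12.9 against 12.8. The paper describes the genes of its late set as having known roles in the immune system process.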

In our study, we also found that a set of TFs, including NF-κB, STAT, KLF, BATF, ETS, and FOXP, likely plays an important in macrophage activation. Importantly, we identified several early induced TFs, including NF-κBIA, and JUNB; middle induced TFs, including IRF1, and BATF2; and late induced TFs, including STAT1, and IRF7 (Figure 4A), indicating that these TFs might controls time-dependent regulation of inflammatory response genes. 

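Nfkbia had 1100 ± 43.1 CPM at 1 h and 912 ± 44.9 at 4 h, and Junb 1507 ± 53.3 and 866 ± 91.3, against 25.8 ± 5.23 and 119 ± 4.72 in control BMDMs (SD, n = 3). Irf1 rose from 975 ± 48.8 at 1 h to 1385 ± 78.6 at 4 h and fell to 290 ± 16.6 at 12 h. Batf2 had 9.77 ± 2.88, 122 ± 5.28 and 54.9 ± 6.91 CPM at these times. Irf7 had 8.64 ± 0.931 CPM at 1 h, 639 ± 81.6 at 4 h, 1283 ± 85.8 at 12 h and 1263 ± 20.9 at 24 h. The log2 fold change of Irf7 at 1 h was 1.16 (standard error 0.261, adjusted p = 0.000357 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and ranged from 1.07 to 1.33 with a sample left out. From the order of these TFs, the paper proposes that they control the time-dependent regulation of inflammatory response genes.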

Additionally, our RNA-seq technology identified that several TcoFs were highly expressed in BMDMs, which are critical mediators of inflammatory diseases (Figure 4B).

In many studies, researchers used IFN-γ for activating macrophages that is intimately engaged innate immune response (7, 47, 48). IFN-γ-induced priming of TLR responses can escalate macrophage proinflammatory mediator’s secretion (8, 9, 48). In this respect, IFN-γ are promising innate immune targets, since they are known to modulate proinflammatory mediator’s secretion that affect innate immunity and may lead to inflammation. IFN-γ engagement of TLRs leads to pleiotropic immunostimulatory and immunosuppressive effects (10, 11). However, the dynamic outcome of genome-wide approaches and the molecular mechanisms underlying this synergy in murine macrophages remain largely unaddressed and are under active investigation. Our genome-wide analysis using the major experimental uses of macrophages, along with the integration with multiple gene sets and bioinformatics analysis, provides the most robust and comprehensive assessment to date of IFN-γ-mediated TLR4 cross-regulation at the level of the macrophage transcriptome. The data obtained herein to a larger extent compared with the other literature studies (10, 12). The current study not only significantly extends previous research findings but also identifies a distinct mechanism whereby IFN-γ either augments or suppresses the expression of immune-inflammatory genes in BMDMs. In our study, we found that a set of unique TFs as well as TcoFs were largely affected either by IFN-γ-primed LPS stimulation or only LPS stimulation in macrophages cells, suggesting that these unique TFs and TcoFs might controls regulation of IFN-γ-primed immunostimulatory and immunosuppressive effects (Figures S5D,E in Supplementary Material). Nevertheless, whether these TFs and TcoFs have any immunostimulatory or immunosuppressive roles in IFN-γ-primed modulation of macrophage activation will require experimental validation using knockouts or overexpression models.

Few empirical studies have compared the effects of IL-4 and IL-13 *in vitro* and *in vivo* (49, 50). However, thus far a genome-wide search and the similarities and differences between the effects to those stimuli on BMDMs gene expression have not been fully characterized. 

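At the same cutoffs and against the same 3 controls, IL-13 changed 495 genes and IL-4 changed 360. Among upregulated genes, 90 were called with IL-13 only and 16 with IL-4 only. DESeq2 called 247 upregulated genes for IL-13 and 171 for IL-4, and IL-13 had the larger number under both methods. The number of IL-4-only genes ranged from 9 to 30 with a sample left out. The paper states that BMDMs were more reactive to IL-13 and that more transcripts were therefore altered than with IL-4.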

Strikingly, BMDMs showed enhanced reactivity to IL-13 and, therefore, number of transcript alterations was greater, including many unidentified transcripts, compared with IL-4-induced BMDMs. Therefore, there are emerging differences between IL-4 and IL-13-induced BMDMs. Both the large number of DEGs and fold changes of commonly altered M2-associated genes showed significantly greater modulation in IL-13-induced BMDMs compared with IL-4-induced BMDMs. 

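The larger fold change was with IL-13 for 171 of the 191 genes upregulated by both. In other groupings of the 6 IL-4 and IL-13 samples, the share lay at most 22.2 percentage points from 50%, against 39.5 for the real grouping (10 groupings in all, real one included). Tested 1 gene at a time, 8 of the 191 genes had an adjusted p of at most 0.01 between IL-13 and IL-4. The share was 91.3% with DESeq2 and 97.0% with the cutoff as the null hypothesis. The paper takes the number of DEGs and the size of the fold changes together as evidence of a greater modulation by IL-13.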

In IL-13-induced BMDMs, 97 genes were upregulated that were not common to the IL-4-induced BMDMs (Figure 6B). Importantly, the RNA-seq approach taken in the present study was first step to identify, the differentially expressed TFs and TcoFs that were not identified in response to IL-4 activation, but that were found to be altered in IL-13-induced BMDMs. The following were markedly affected only in IL-13-induced BMDMs: TFs (MLLT3, CSRNP1, MYRF, AHR, and KLF10); TcoFs (CIITA, GNL3, and PICALM). 

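Mllt3 rose from 9.19 ± 1.07 CPM in the control to 15.4 ± 2.19 with IL-4 and 18.9 ± 3.86 with IL-13 (SD, n = 3). Its log2 fold change was 0.746 with IL-4 (adjusted p = 0.0190 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.05 with IL-13 (adjusted p = 0.000211 from the same edgeR test with Benjamini-Hochberg adjustment). Csrnp1 had 7.02 ± 0.646, 10.7 ± 0.637 and 14.4 ± 1.11 CPM, and Klf10 had 35.4 ± 3.56, 44.8 ± 5.50 and 58.8 ± 2.63. Ahr had 2.94 ± 0.606, 4.71 ± 0.682 and 6.79 ± 2.25 CPM, and its change with IL-13 had an adjusted p of 0.0143 (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). Gnl3 had 23.2 ± 0.989, 33.0 ± 5.22 and 40.7 ± 5.96 CPM. Picalm rose from 446 ± 55.3 to 600 ± 61.5 and 782 ± 62.6 CPM, and its direct change between IL-13 and IL-4 had an adjusted p of 0.0259 (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). In the direct test, the adjusted p of Mllt3 was 0.831, of Csrnp1 0.730, of Ahr 0.828, of Klf10 0.330 and of Gnl3 0.661 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Without IL-13 replicate 1, the adjusted p of Ahr with IL-13 became 0.00823 (edgeR, Benjamini-Hochberg adjustment). Myrf and Ciita had at most 13 counts in a sample and were not tested. The paper reads these genes as affected only by IL-13.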

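Irf4 had 0.892 ± 0.580 CPM in the control, 5.97 ± 1.23 with IL-4 and 17.0 ± 2.54 with IL-13 (SD, n = 3). The direct log2 fold change of Irf4 was 1.49 (standard error 0.250, adjusted p = 0.000375 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Egr2 had 52.6 ± 5.07 CPM with IL-4 and 68.4 ± 7.33 with IL-13, a direct log2 fold change of 0.385 (standard error 0.127, adjusted p = 0.338 from the same edgeR test with Benjamini-Hochberg adjustment). Myc had 17.1 ± 5.69 and 20.7 ± 3.62 CPM, a difference within the SD of the IL-4 samples (adjusted p = 0.883 from the edgeR test with Benjamini-Hochberg adjustment). Without a sample, the direct log2 fold change of Myc ranged from 0.0723 to 0.556. The paper concludes that the modulation of these TFs is greater in IL-13-induced BMDMs.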

In addition, the extent of the fold changes of commonly altered M2-associated TFs (EGR2, MYC, IRF4, among others) showed significantly greater modulation in IL-13-induced BMDMs compared with IL-4-induced BMDMs. Our data are consistent with previous research findings showing that EGR2 and MYC are critical M2 macrophage markers (26). In our RNA-seq analysis, we also identified several other TFs (NFIL3, BATF3, IRF4, ATF5, among others) in IL-4 and IL-13-induced BMDMs. 

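Nfil3 had a log2 fold change of 2.43 with IL-4 (standard error 0.239) and 2.79 with IL-13 (standard error 0.226). Batf3 rose from 0.768 ± 0.390 CPM in the control to 8.05 ± 2.90 with IL-4 and 13.6 ± 1.76 with IL-13 (SD, n = 3). Irf4 rose from 0.892 ± 0.580 to 5.97 ± 1.23 and 17.0 ± 2.54 CPM. Atf5 rose from 20.7 ± 0.854 to 48.1 ± 6.70 and 56.0 ± 17.7 CPM, a log2 fold change of 1.22 with IL-4 (standard error 0.174, adjusted p = 7.41e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The change of Atf5 between IL-13 and IL-4 was 0.202 on the log2 scale and -0.0698 without IL-13 replicate 1, a reversal of its sign. The paper adds these TFs to EGR2 and MYC as TFs of IL-4 and IL-13-induced BMDMs.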

Each of these TFs (EGR2, MYC, IRF1, among others) is predicted to control central aspects of the IL-4 and IL-13 response and may represent candidates for experimental validation using knockout or overexpression models.

The RAW264.7 macrophage cell line was originally derived from Abelson murine leukemia virus-infected Balb/c mice (51), and we have witnessed an explosion of work in the macrophage field over the past decade based on a PubMed search. In recent years, RAW264.7 macrophages have been the most frequently used cell type in proteomic analyses (52), cytokine response analyses (53), and the identification of DNA receptors (54). However, doubt has arisen regarding the importance of this cell line, about the use of model systems. There are important differences between RAW264.7 macrophages and BMDMs. For example, transfection with Abelson murine leukemia virus renders these cells, different in some ways from primary macrophages (55). Recently, other laboratories have reported proteomic analyses of RAW264.7 macrophages that revealed many dis-similarities compared with primary BMDMs (56). Using this array, we identified cytokines/chemokines, antiviral genes, and IRGs that were significantly enriched and associated with the inflammatory response, and these alterations were greater in BMDMs compared with RAW264.7 macrophages (Figures 8C,D). Importantly, the RNA-seq approach taken in this study was first step to identify several important differentially expressed cytokines/chemokines, antiviral genes, and IRGs that were not previously detected to be activated by LPS in RAW264.7 macrophages, but that were found to be altered in BMDMs (Figure 9B). We also identified increased expression of important TFs associated with the immune response, and we found that these alterations were greater in BMDMs compared with RAW264.7 macrophages (Figure 9D). More importantly, we identified several TFs, including ATF4, ATF5, BATF, FOXP1, FOXP4, IRF1, and IRF2, among others, whose expression profiles were altered uniquely in BMDMs (Figure 9D), indicating that these TFs might control transcriptional regulation of inflammatory responses. 

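In RAW264.7 macrophages, the TFs named here did not reach a log2 fold change of 2 at 4 h of LPS. The paper names them as altered only in BMDMs, a choice that largely fixed this result. Foxp1 rose from 33.5 ± 2.16 to 57.7 ± 1.06 CPM (SD, n = 2), a log2 fold change of 0.786 (standard error 0.149, adjusted p = 1.13e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Batf had 2.53 ± 1.13 and 4.09 ± 1.44 CPM, and Irf1 20.4 ± 1.82 and 22.8 ± 1.72. Irf2 had 39.9 ± 1.50 CPM in the control and 37.4 ± 2.80 with LPS, and Foxp4 14.6 ± 0.543 and 10.6 ± 1.03. Atf5 had 24.3 ± 0.937 and 35.5 ± 3.74 CPM, and its log2 fold change of 0.539 was 0.428 with unstranded counts. The TFs of LPS-stimulated BMDMs were not analysed here. The paper proposes that these TFs control the transcription of inflammatory responses in BMDMs.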

In addition, our RNA-seq analysis revealed that these and other TFs were expressed to a greater degree in BMDMs than in RAW264.7 macrophages. Thus, our results provide substantial new insights into macrophage biology and will likely necessitate a greater focus on studies examining BMDM activation.

Conclusively, using global profiling with a novel bioinformatics approach, we have described herein new molecules and signatures associated with different stages of the macrophage activation network. Our genome-wide, integrative analysis has revealed the integration of signaling crosstalk among IFN-γ and TLR4 at the level of the transcriptome in association with changes in related TFs and TcoFs. In addition, our data support the presence of transcriptional differences between BMDMs and RAW264.7 macrophages and between IL-4 and IL-13 M2 macrophage activation. Our findings thus provide novel insights into the dynamic regulation of inflammatory gene expression, potentially elucidating novel tools, and targets by which transcriptome regulators modulate macrophage activation and cytokine production.

## Accession Numbers

RNA-seq datasets supporting the results of this article are registered in the GEO database. The accession numbers are SRX897006, SRX897010, and GSE103958.

## Ethics Statement

All experimental protocols were conducted in accordance with Institutional Animal Care and Use Committee (IACUC) guidelines and approved by the IACUC committee of Hanyang University (HY-IACUC-2017-0004).

## Author Contributions

AD conceived and led the project. AD wrote the manuscript. AD, CY, SA, SK, SYK, and KJ performed all of the experiments and data collection. AD, YL, and YC performed the bioinformatics and transcriptional data analyses. AD provided critical revision of the manuscript for important intellectual content. AD, YC supervised the study. All of the authors were involved in proofreading the manuscript. All of the authors read and approved the final manuscript.

## Conflict of Interest Statement

The authors declare no conflicts of interest with respect to the financial, research, authorship, and/or publication of this article.

# Supplementary material for: High-Resolution Mapping and Dynamics of the Transcriptome, Transcription Factors, and Transcription Co-Factor Networks in Classically and Alternatively Activated Macrophages
**Source:** Front Immunol. 2018 Jan 18;9:22. doi: 10.3389/fimmu.2018.00022
**Supplement:** Supplementary file 1

**Supplementary Figures**

**
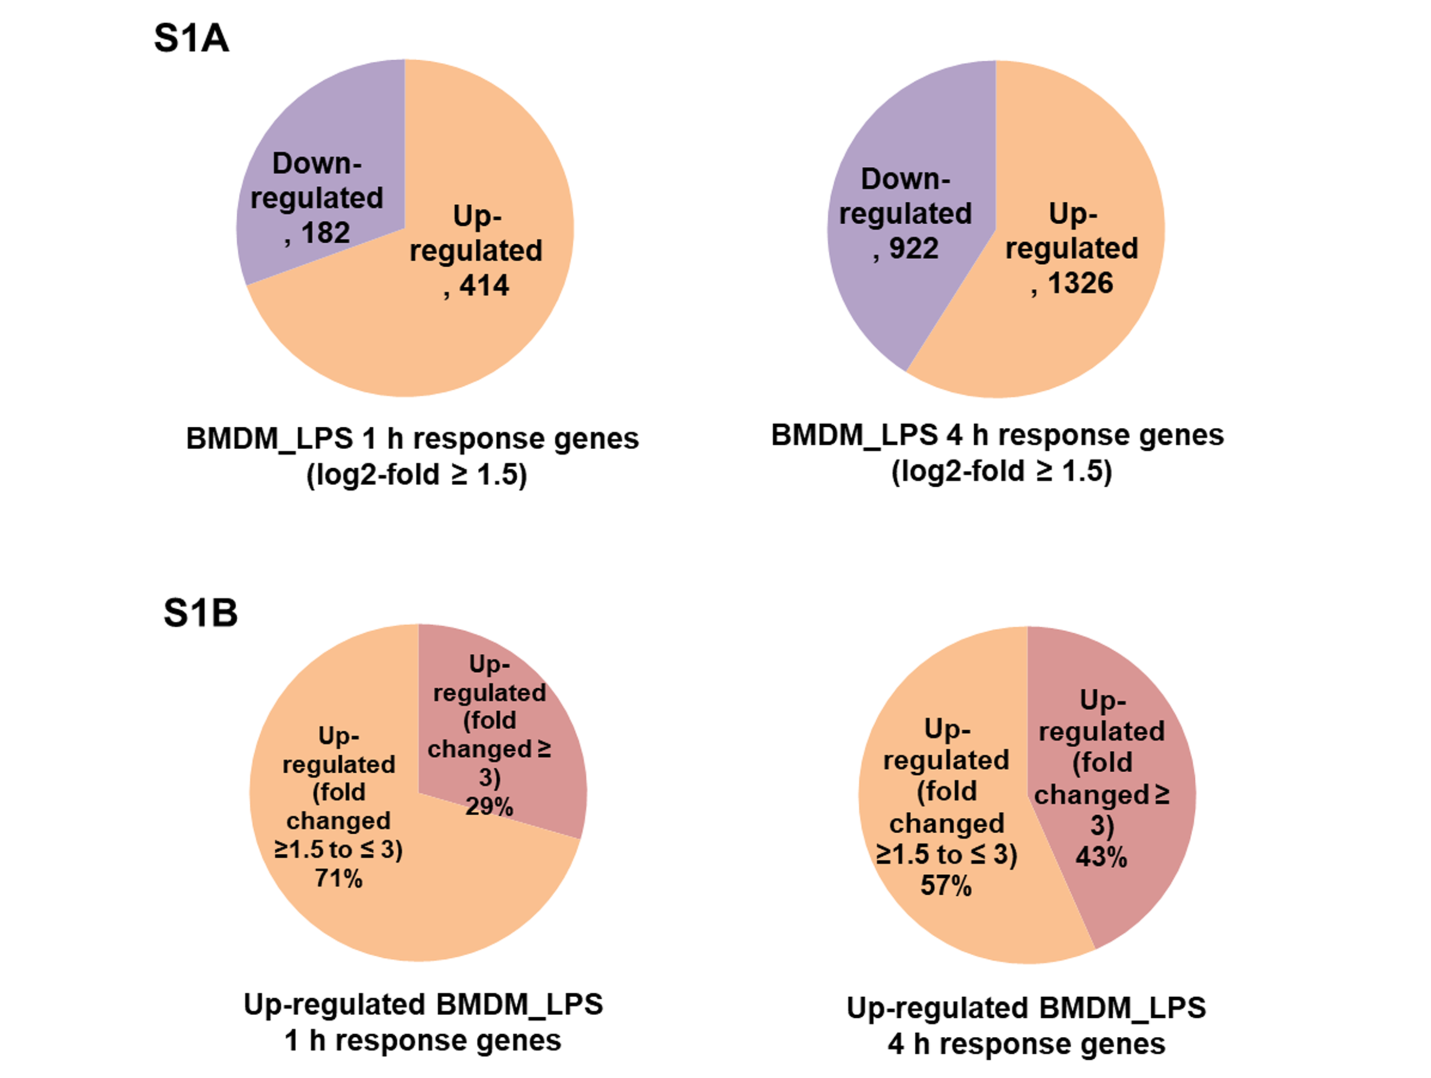
**

**Figure S1 Number of genes differentially expressed after LPS treatment in BMDMs. (S1A)** Pie chart displaying the number of up or down-regulated genes at 1 and 4 h after LPS stimulation in BMDMs. **(S1B)** Pie chart displaying the number of up-regulated genes (log_2-_fold change ≥ 3.0 and ≥ 1.5) at 1 and 4 h after LPS stimulation in BMDMs.

**
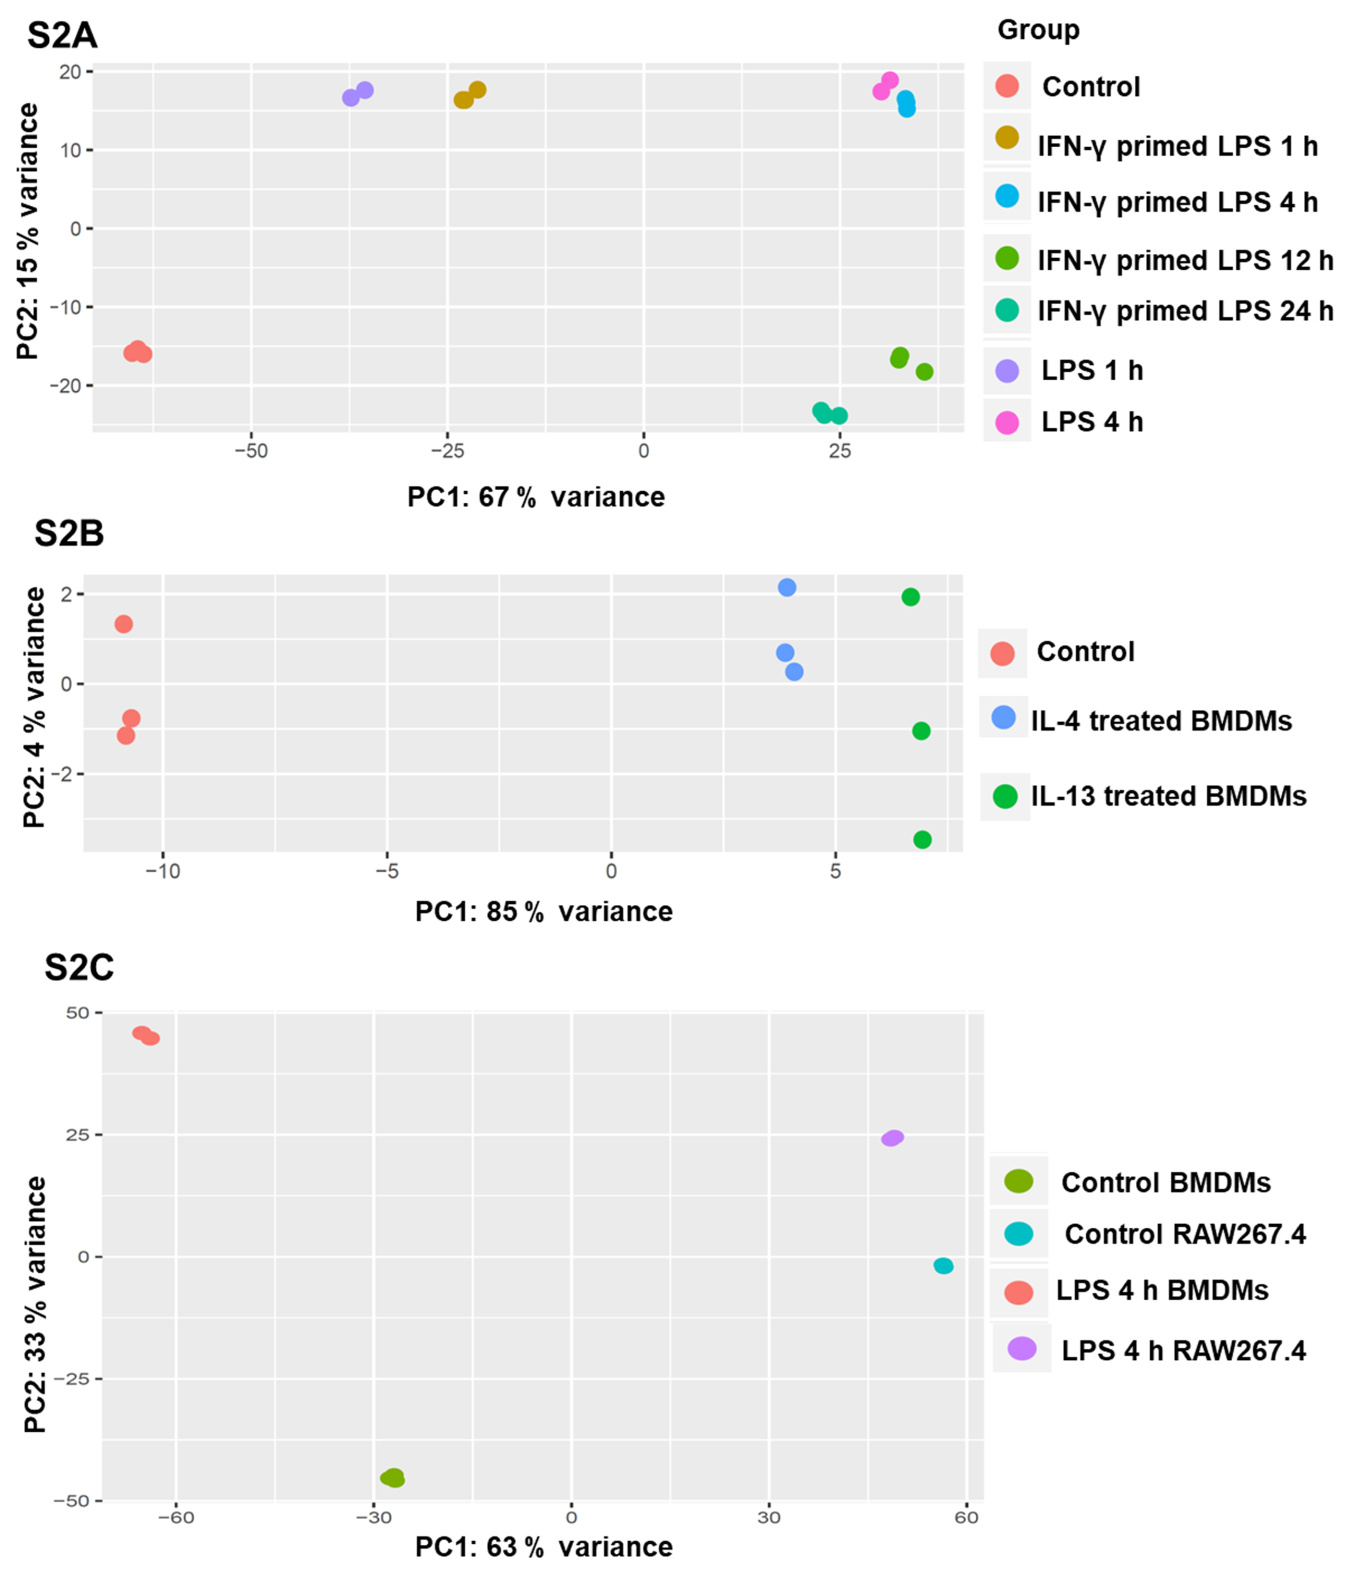
**

**Figure S2 PCA of data for different macrophage subtypes. (S2A)** The first principal component (PC1) separates untreated, IFN-γ-primed LPS-stimulated (1 h, 4 h, 12 h, and 24 h) and only LPS-treated (1 h, and 4 h) samples, while the second principal component (PC2) separates biological replicates of the same population in BMDMs. **(S2B)** The first PC1 separates untreated, IL-4-treated and IL-13-treated samples, while the second principal component (PC2) separates biological replicates of the same population in BMDMs. **(S2C)** The first PC1 separates untreated BMDMs, untreated RAW264.7 macrophages, LPS-treated BMDMs and LPS-treated RAW264.7 macrophages, while the second principal component (PC2) separates biological replicates of the same population in BMDMs and RAW264.7 macrophages.

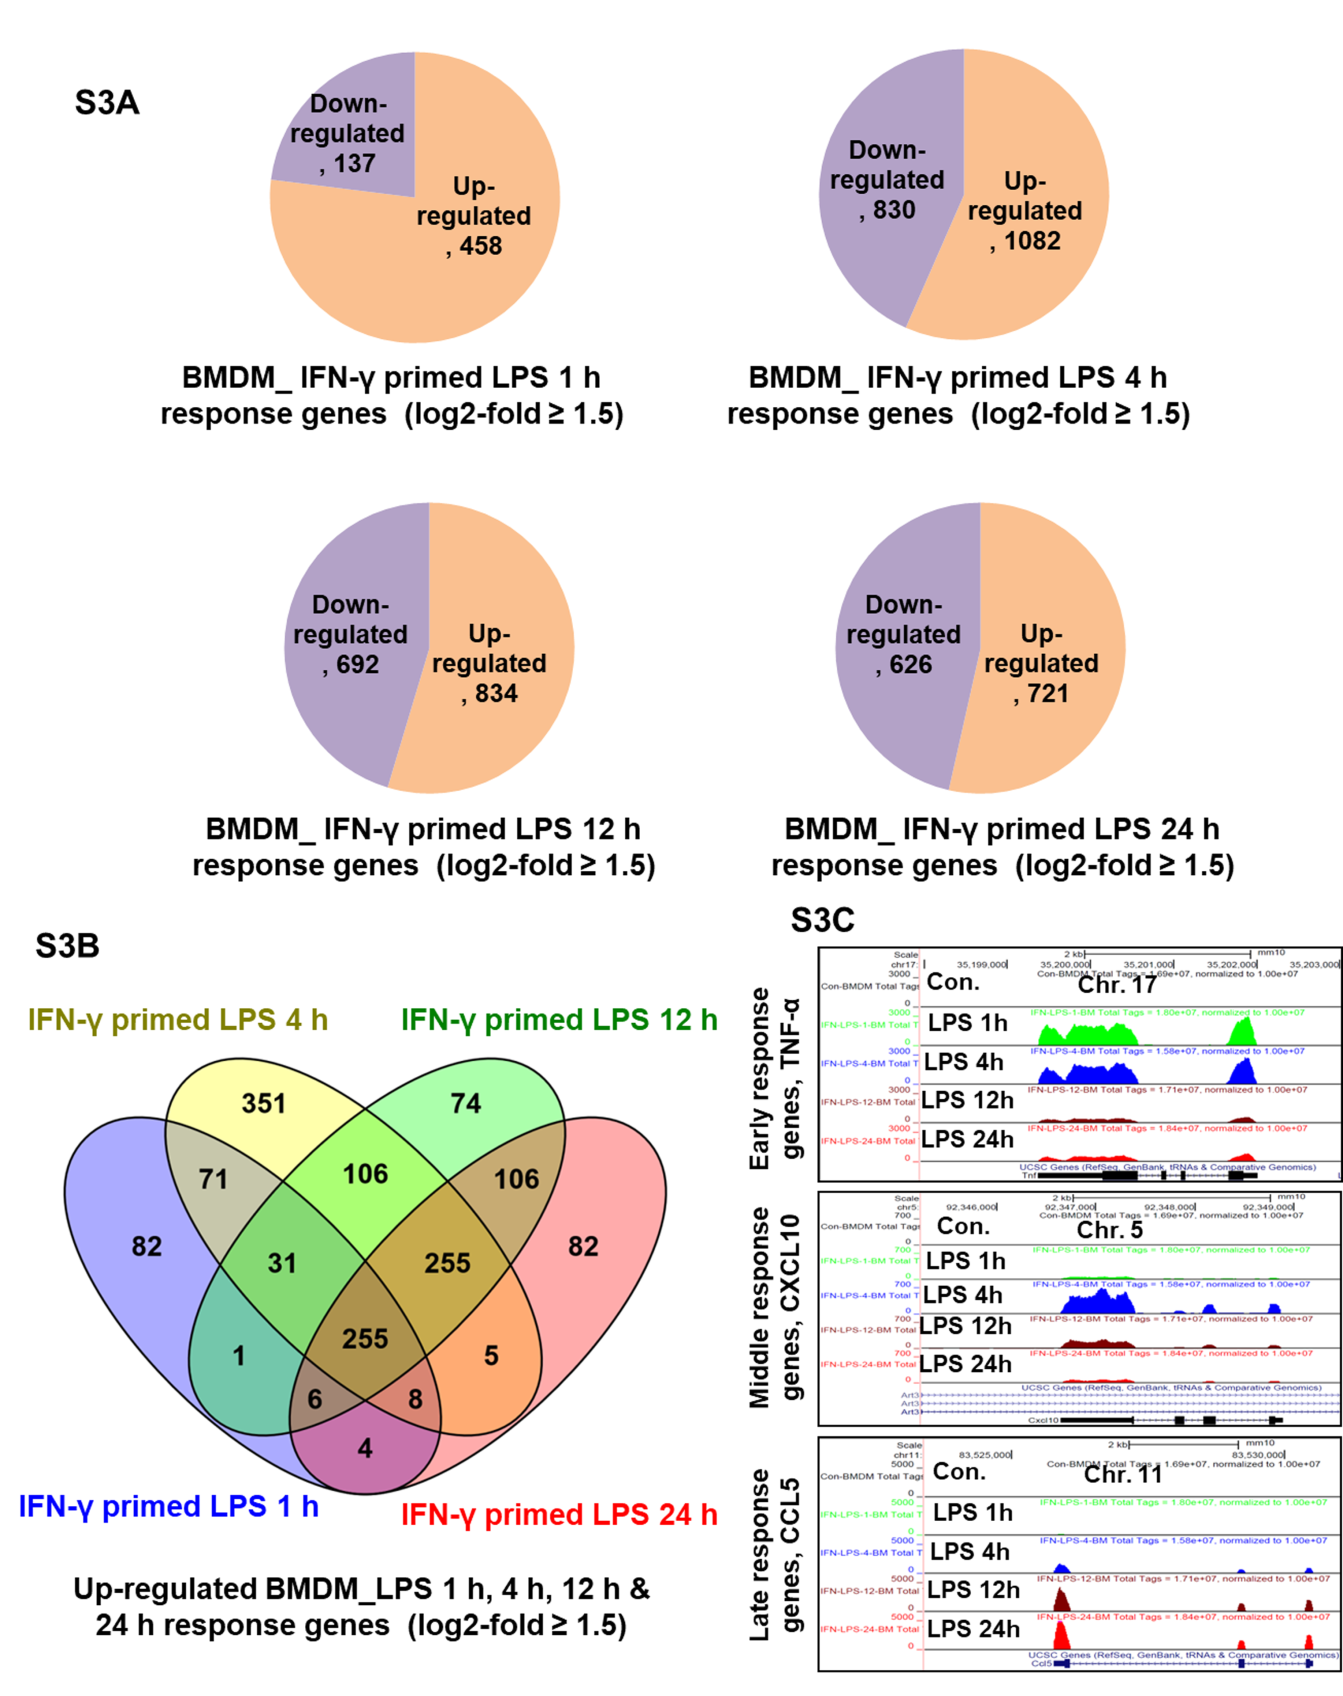

**Figure S3 Number of genes differentially expressed after IFN-γ-primed LPS-induced BMDMs. (S3A)** Pie chart displaying the number of up or down-regulated genes (*P* ≤ 0.01, and log_2-_fold change ≥ 1.5) at 1, 4, 12, and 24 h after IFN-γ-primed LPS stimulation in BMDMs. **(S3B)** Gene expression profile of the detected genes at 1, 4, 12, and 24 h after IFN-γ-primed LPS stimulation in BMDMs. Venn diagram depicting unique and intersecting genes at different time points. **(S3C)** UCSC Browser images representing the normalized RNA-seq read density in early (TNF-α), middle (CXCL10), and late (CCL5) up-regulated positive regulators of inflammatory genes in IFN-γ-primed LPS-stimulated BMDMs.

**
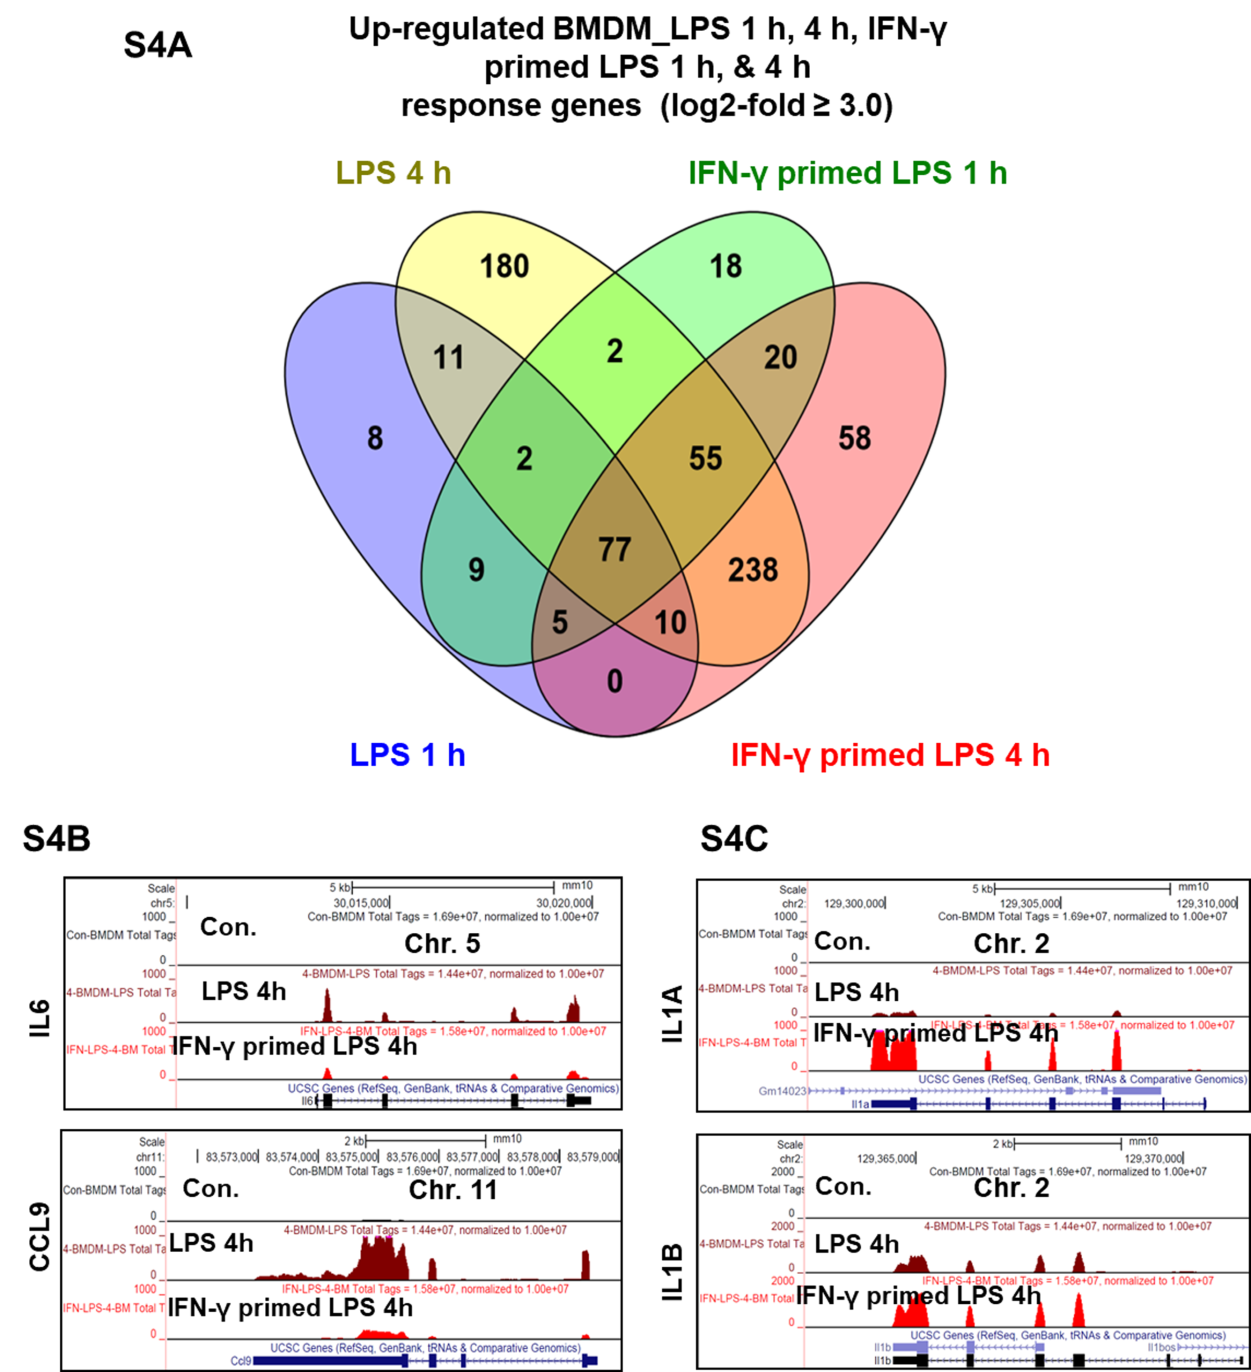
**

**Figure S4 Number of genes differentially expressed after only LPS treatment and IFN-γ-primed LPS-induced BMDMs. (S4A)** The Venn diagrams depict the overlapping genes between only LPS-inducible and IFN-γ-primed LPS-inducible BMDMs. **(S4B, C)** UCSC Browser images representing the normalized RNA-seq read density of inflammatory genes that were either down or up-regulated in IFN-γ-primed LPS-inducible BMDMs compared with only LPS-inducible BMDMs, respectively.

**
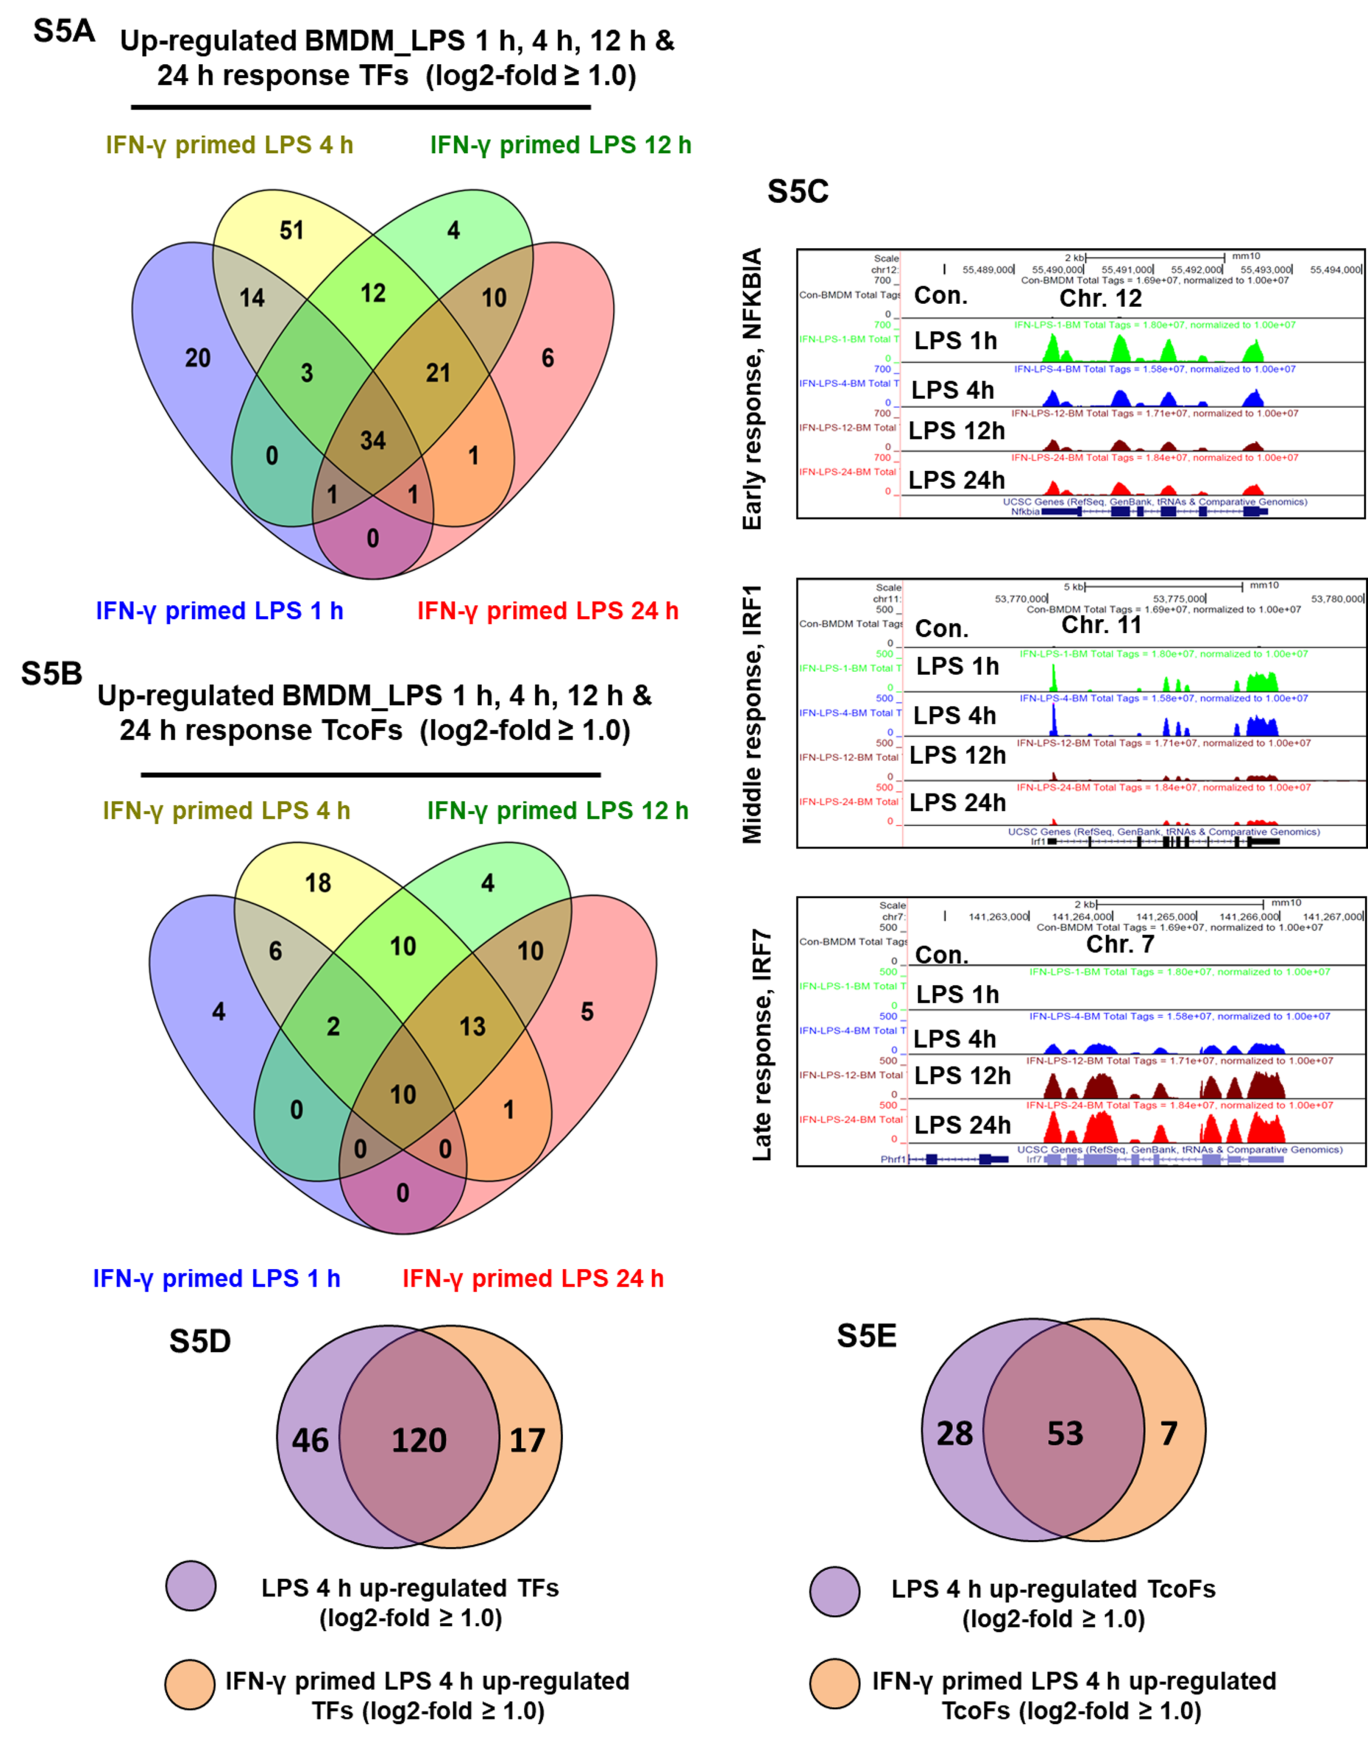
**

**Figure S5 Number of TFs and TcoFs differentially expressed after only LPS treatment and IFN-γ-primed LPS-induced BMDMs. (S5A, B)** TFs and TcoFs detected at 1, 4, 12, and 24 h after IFN-γ-primed LPS stimulation in BMDMs. Venn diagram depicting unique and intersecting TFs and TcoFs among the different time points. Venn diagram depicting unique and intersecting TFs and TcoFs among the different time points, respectively. **(S5C)** UCSC Browser images representing the normalized RNA-seq read density in early (NFkBIA), middle (IRF1), and late (IRF7) up-regulated TFs in IFN-γ-primed LPS-inducible BMDMs. **(S5D, E)** The area of overlap indicates the number of unique or shared up-regulated TFs and TcoFs between only LPS-inducible and IFN-γ-primed LPS-inducible BMDMs, respectively.

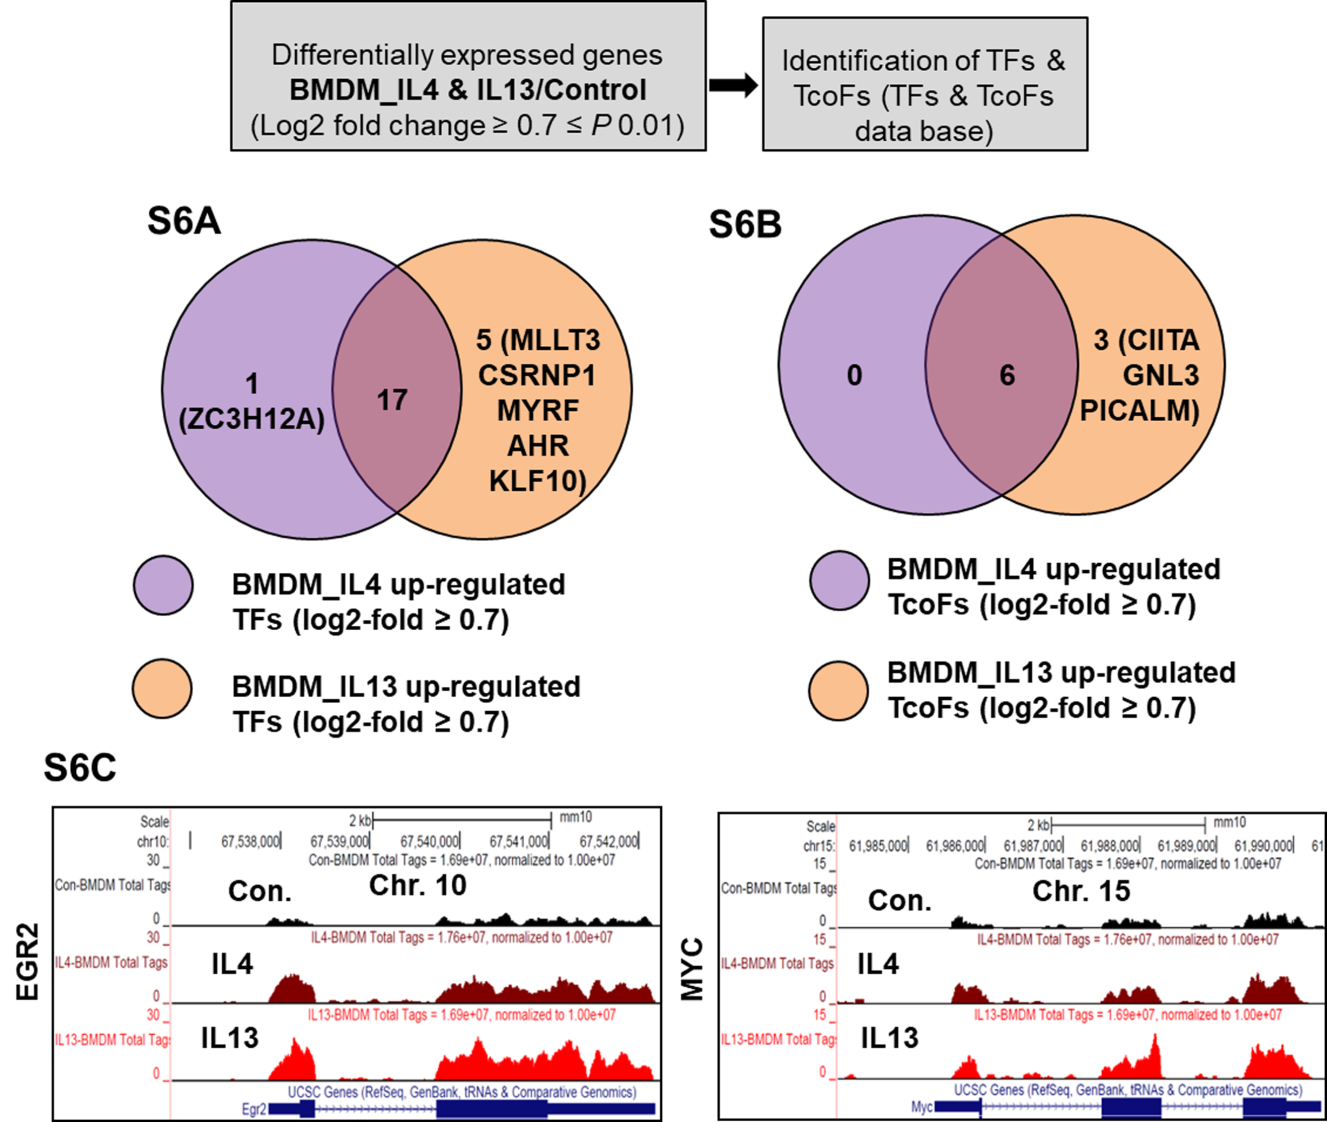

**Figure S6 Number of TFs and TcoFs differentially expressed after IL-4 and IL-13-treated BMDMs. (S6A, B)** Detected TFs and TcoFs in IL-4 and IL-13-treated BMDMs. Venn diagram depicting unique and intersecting TFs and TcoFs in IL-4 and IL-13-treated BMDMs, respectively. **(S6C)** UCSC Browser images representing the normalized RNA-seq read density in commonly expressed TFs between IL-4 and IL-13-treated BMDMs.

**Table S1: List of primers used in qRT-PCR studies.**

| Gene | Forward (5' -> 3') | Reverse (5' -> 3') |
| --- | --- | --- |
| *TNF-α* | CAGGCGGTGCCTATGTCTC | CGATCACCCCGAAGTTCAGTAG |
| *CXCL10* | TGCTGGGTCTGAGTGGGACT | CCCTATGGCCCTCATTCTCAC |
| *CCL5* | TTTGCCTACCTCTCCCTCG | CGACTGCAAGATTGGAGCACT |
| *IL6* | TAGTCCTTCCTACCCCAATTTCC | TTGGTCCTTAGCCACTCCTTC |
| *CCL9* | CCCTCTCCTTCCTCATTCTTACA | AGTCTTGAAAGCCCATGTGAAA |
| *IL1A* | TCTATGATGCAAGCTATGGCTCA | CGGCTCTCCTTGAAGGTGA |
| *IL1B* | GAAATGCCACCTTTTGACAGTG | CTGGATGCTCTCATCAGGACA |
| *NFKBIA* | TGAAGGACGAGGAGTACGAGC | TGCAGGAACGAGTCTCCGT |
| *IRF1* | ATG CCA ATCACTCGAATGCG | TTGTATCGGCCTGTGTGAATG |
| *IRF7* | GCGTACCCTGGAAGCATTTC | GCACAGCGGAAGTTGGTCT |
| *ARG1* | CTCCAAGCCAAAGTCCTTAGAG | GGAGCTGTCATTAGGGACATCA |
| *MRC1* | CTCTGTTCAGCTATTGGACGC | TGGCACTCCCAAACATAATTTGA |
| *EGR2* | CAGGAGTGACGAAAGGAAGC | GAAGACTGGGCAGATGGAGG |
| *MYC* | TGAGCCCCTAGTGCTGCAT | AGCCCGACTCCGACCTCTT |
| *IFIT1* | GCCTATCGCCAAGATTTAGATGA | TTCTGGATTTAACCGGACAGC |
| *GAPDH* | TGCGACTTCAACAGCAACTC | CTTGCTCAGTGTCCTTGCTG |

**Table S2: List of primers used in ChIP-PCR studies**

| Gene symbol | Forward Sequence (5' -> 3') | Reverse Sequence (5' -> 3') |
| --- | --- | --- |
| *TNF-α* | CCCCAGATTGCCACAGAATC | CCAGTGAGTGAAAGGGACAG |
| *CCL2* | AGCCAACTCTCACTGAAGCC | TCAAGCAGGAGGAGGGATCT |
| *CCL7* | GGCCAGCCTCACATTACACT | CTCTGCTCTTCTGGCAGCTC |
| *CXCL2* | CCAACCACCAGGCTACAGG | GCGTCACACTCAAGCTCTG |
| *CXCL10* | TCAGAACAGAAGCCGGAAGT | TCCTTGACCCTGTAACCACAC |
| *CHIL3* | CATTTGCCCTGCCTTTGG | TCTTTCATGGATATTGATTTCCTAAGAG |
| *ARG1* | TGAACAGGCTGTATTAGCCAACA | AGCACCCTCAACCCAAAGTG |

How the deposited data were processed for this re-analysis (not part of the article)

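RNA-seq counts of 25 samples in 9 conditions were analysed. The 21 BMDM samples form 7 groups of 3: control, IFN-γ-primed LPS for 1, 4, 12 and 24 h, IL-4 for 12 h and IL-13 for 12 h. The 4 RAW264.7 samples form 2 groups of 2, control and LPS for 4 h. Conditions were taken from the sample labels and the paper, never from the values. The control BMDMs, labelled as cultured for 4 h, serve every BMDM comparison.

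The authors trimmed the reads with Trimmomatic, aligned them to UCSC mm10 with STAR and deposited 1 file of raw read counts per sample, in whole numbers and without normalization. The annotation release is not stated. Each file gives unstranded counts and counts for each strand on 24411 gene symbols. The strand with the larger total was used, and its total was 118.104 times that of the other strand. Total counts on genes ran from 2378639 to 3357300 per sample (median 2718848). Rn45s took 20.1% to 39.8% of them, which left 1502618 to 2532496 counts per sample. At this depth, genes with few counts could not be tested or have wide errors, and a fold change from 0 counts depends on the prior count.

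The counts were analysed in R 4.3.3 with edgeR 4.0.16, and DESeq2 1.42.0 and limma 3.58.1 were used for alternatives. Tables and figures were made with Python 3.11.15, SciPy 1.17.1 and matplotlib 3.10.9. Genes passed edgeR's filterByExpr by group, and 9607 genes were tested in the IFN-γ-primed time course, 9262 with IL-4 and IL-13 and 9436 in RAW264.7. Normalization was by TMM, CPM are TMM-normalized, and the fits were robust quasi-likelihood fits with 1 mean per group. Standard errors from edgeR are the absolute log2 fold change over the square root of the F statistic. Where the control has few or no counts, they can be too small. For Cxcl10 at 4 h, the standard error was 0.230, and the change ranged from 12.6 to 14.8 with a sample left out. Each contrast had its own Benjamini-Hochberg adjustment. The cutoffs were an FDR of at most 0.01 and a log2 fold change of at least 1.5 for IFN-γ-primed LPS, 3 for its most highly expressed genes, 1 for TFs and TcoFs, 0.7 for IL-4 and IL-13 and 2 for RAW264.7. PCA took the 500 most variable genes of log2 CPM with a prior count of 2, and groups were compared by the smallest distance between them over the largest distance within them. Gene positions are from GENCODE M21. TF and TcoF lists were copied from the paper's figures.

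Named genes are every gene the paper's text names for a contrast. To these were added, for each contrast, the 3 genes with the largest and the 3 with the smallest log2 fold change past the cutoffs, if every treated sample lay beyond every control sample and the mean of the higher group was at least 5 CPM. The tests, the cutoffs, this rule and the alternatives were set before the processed files arrived, apart from leaving out Rn45s and leaving samples out of the PCA, which were added after seeing the data. The alternatives were DESeq2 with and without its prior on fold changes, no filter beyond 1 count, at least 10 counts in every sample, unstranded counts, the cutoff as the null hypothesis, the replicate number as a block, fits of only the groups compared, hierarchical clustering into 3 clusters, other genes or a variance-stabilizing transformation for the PCA, and leaving out each sample in turn.

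The scripts were tested on simulated counts with 200 changed genes at a dispersion of 0.02. There, edgeR recovered 192 of them with 1 false call and DESeq2 181 with 0. The changed genes all had ample counts and changes well above the log2 fold change of 0.7 at which they were called. The recovery therefore does not apply to genes with few counts or with changes near the cutoff. BMDMs stimulated only with LPS are not in the files analysed here. Promoter motifs, gene sets, pathways, ChIP and qRT-PCR were not analysed, since the databases, a genome sequence or the measurements were not available.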

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

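Counts on the strand opposite to the genes, which the paper does not report, changed between control BMDMs and 4 h of IFN-γ-primed LPS at 167 of 545 genes tested (112 up, 55 down). Of the 10 splits of the 6 samples, 1 gave as many, the real one, and 10 splits cannot show a share under 0.1. If sense reads leaked to the other strand, most of these genes would change the same way on the sense strand. Of the 167 genes, 48 were not tested on the sense strand, and 69 of the other 119 changed the same way; the choice to count over these 119 was made after the values were seen. Across 343 genes tested on both strands, the Pearson r of the changes was 0.787. Leakage therefore remains an explanation for part of these genes. It cannot account for 67 of the 167, the 48 not tested on the sense strand among them, which had more antisense than sense counts in the condition with the higher antisense expression, a test whose prediction was made after examples were seen. Leakage also remains an explanation for the antisense counts of induced genes as a whole: their antisense share was 0.911% at 4 h against 0.949% for other genes, a ratio of 0.959. The antisense counts of Gm14023 went from 4 in the 3 control samples to 6233 at 4 h, and those of Apobr from 4 to 787. These genes overlap Il1a and Il27 on the other strand, so reads of a neighbouring gene are a candidate source. Of the genes not changed the same way on the sense strand, 92.5% had a gene on the opposite strand within 5 kb, against 87.1% of the other genes tested (Fisher's exact test, p = 0.162). Apart from the 67 genes with more antisense than sense counts, leakage remains an explanation for genes that changed the same way on both strands. Leakage would not give changes of opposite sign. These were found at Numa1 (log2 fold change 3.07 antisense and -1.55 sense), Epb4.1 (3.43 and -2.44) and Limd2 (-1.80 and 1.26). For the other genes that did not change the same way, leakage was not decided. None of the pattern can be told apart from transcription of neighbouring genes.

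In the time course, 28 genes were upregulated at 1 time point and downregulated at another, which flagged them as a difference between time points: 21 rose and then fell below control, and 7 fell first. Egr1 had a log2 fold change of 5.72 at 1 h and -2.63 at 4 h, and Hmox1 -2.08 at 4 h and 2.00 at 12 h. The libraries of 24 h differ from those of control, 1, 4 and 12 h, but 23 of the 28 genes were found among 1, 4 and 12 h, which leaves few to that difference. Among genes with at least 10 counts in every sample, 8 still reversed, Hmox1 and Cd83 among them, so low counts do not account for these. The filter also removes genes because they fall, so for the other 20 it does not separate low counts from a fall. In every control sample, 20 of the 28 genes had at least 10 counts. A response that reverses with time is a hypothesis for the 28 genes. Some genes not left by the filter had at least 10 counts in every control sample. Among these, Egr2 had a log2 fold change of 3.12 (standard error 0.153) at 1 h and -4.64 (standard error 0.401) at 24 h. Zfp36l1 had 1.58 (standard error 0.141) at 1 h and -3.28 (standard error 0.278) at 4 h. This argues against low control counts for genes with at least 10 counts in every control sample. For the genes without them, Egr1 among them, a reversal cannot be told apart from low counts by these tests.

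The change at 4 h differed between LPS-stimulated RAW264.7 macrophages and IFN-γ-primed LPS-stimulated BMDMs for 899 of 10346 genes in a test of the difference itself (379 larger and 520 smaller in RAW264.7). With at least 10 counts required in every sample, 337 genes were left, so low counts do not account for these. This filter also removes genes that are silent in a group. For the genes not left by it, the difference cannot be told apart from low counts. Thinning the BMDM counts to the smallest RAW264.7 total left 899 genes, but only 1 of the 6 BMDM samples was above that total, so this test says little. Thinning all 10 samples to 2378639 counts gave 870 genes, a test whose prediction was made after the first result was seen. The BMDMs were primed with IFN-γ and the RAW264.7 cells were not, and no test could separate the priming, a library batch and the cell type.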

How the results depend on the processing

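Of 38 main results, 4 were unchanged under every alternative: the TFs of Fig. 4A at all 4 time points, the TcoFs of Fig. 4B at 4, 12 and 24 h but not 1 h, and the genes of Fig. 9B and the TFs and TcoFs of Fig. 9D in RAW264.7. All 4 rest on lists that the paper drew from calls on these same samples, a choice that favours such stability. A count was taken as changed when it moved by more than 1.5 times.

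With at least 10 counts in every sample, genes near 0 in the control are lost. Upregulated and downregulated genes with IFN-γ-primed LPS became 255 and 23 at 1 h, 635 and 325 at 4 h, 462 and 284 at 12 h and 376 and 261 at 24 h. The shared genes fell to 147, with 17 early, 79 middle and 51 late, those with a log2 fold change of at least 3 to 71 at 1 h and 192 at 4 h, and the TFs of Fig. 4D to 5. Genes higher with IL-13 than IL-4 fell to 0, and RAW264.7 had 118 upregulated and 20 downregulated genes.

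With the cutoff as the null hypothesis, a gene must exceed the cutoff by more than its error. For IFN-γ-primed LPS, 312 genes were upregulated at 1 h, and 28, 393, 338 and 329 were downregulated at 1, 4, 12 and 24 h. At a log2 fold change of 3, 119 genes at 1 h and 310 at 4 h remained, with 62 late shared genes, 6 TcoFs of Fig. 4B at all 4 time points, 7 TFs of Fig. 4D and 3 TcoFs of Fig. 4G. IL-4 upregulated 66 and downregulated 14 genes, and IL-13 110 and 23. Both shared 66, with 0 for IL-4 only and 44 for IL-13 only, and 97.0% of the shared genes had the larger change with IL-13. Between IL-13 and IL-4, 0 genes were higher and 0 lower. Of Fig. 7, 6 TFs and 1 TcoF remained. RAW264.7 had 115 and 6 genes.

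DESeq2, whose dispersions and filtering differ, gave 89 downregulated genes for IL-4, 2 genes higher with IL-13 than IL-4 and 44 downregulated in RAW264.7. Between IL-13 and IL-4, DESeq2 gave Irf4, Cx3cr1 and Pdcd1lg2 no adjusted p. With its prior, which shrinks uncertain fold changes, downregulated genes were 72 for IL-4, 121 for IL-13 and 23 for RAW264.7, IL-4-only genes 8, the share larger with IL-13 93.5% and genes higher with IL-13 2. Fitting only the groups compared gave 32 IL-4-only genes. Hierarchical clustering, which groups by the whole profile with the controls included, gave 4 early, 274 middle and 5 late genes. The PCA ratio of control, IL-4 and IL-13 was 0.272 with all genes.

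Leaving out each sample changed 6 results: IL-4-only genes ranged from 9 to 30, the share larger with IL-13 from 81.1% to 92.4%, genes higher with IL-13 than IL-4 from 1 to 8, and the PCA ratios from 2.61 to 4.90 for the time course, 0.366 to 0.875 for IL-4 and IL-13 and 16.9 to 31.9 for RAW264.7.

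For 229 results of named genes, 3423 of 3456 rows were unchanged, 26 weaker, 3 stronger and 4 reversed. Across the fits without a sample, the change of Atf5 between IL-13 and IL-4 reached 0.370, that of Irf1 0.131 and that of Il15 in RAW264.7 0.504. The reversed changes, all small, were Atf5 between IL-13 and IL-4 without IL-13 replicate 1 (-0.0698), Irf1 between them without IL-13 replicate 2 (-0.0477) and Il15 in RAW264.7 without control replicate 2 (-0.105) or LPS replicate 1 (-0.0996). Depth limits the genes near 0 counts most, and only 15 of the 36 genes of Fig. 9B could be tested in RAW264.7.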

Differences from the paper's values

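IL-4 downregulated 153 genes here and 101 in the paper. Of the alternatives set before the files arrived, the value did not differ by this measure with DESeq2 (89), DESeq2 with its prior (72), at least 10 counts in every sample (136), the replicate block (149), without control replicate 1 (136), 2 (115) or 3 (142), and without IL-4 replicate 1 (120), 2 (118) or 3 (117). It still differed with no filter beyond 1 count (159), unstranded counts (152), the cutoff as the null hypothesis (14), only the groups compared (180) and without any one of the IL-13 replicates (169 at most).

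In RAW264.7 macrophages, 75 genes were downregulated here and 19 in the paper. The gap closed with DESeq2's prior (23) and with at least 10 counts in every sample (20). It stayed open with DESeq2 (44), no filter beyond 1 count (91), unstranded counts (69), the cutoff as the null hypothesis (6), the replicate block (73) and without a sample (62 to 91).

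The total of changed genes in RAW264.7 macrophages was 300 here and 196 in the paper. The values no longer differed with DESeq2 (257), with its prior (202), with at least 10 counts in every sample (138) and without control replicate 1 (291). They differed with no filter beyond 1 count (345), unstranded counts (301), the cutoff as the null hypothesis (121), the replicate block (299), without control replicate 2 (322) and without LPS replicate 1 (321) or 2 (312).

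The paper places Tnf, Socs3 and Gbp2 among early genes, and their means here were higher at 4 h than at 1 h: 6728 against 5886 CPM for Tnf, 438 against 370 for Socs3 and 1656 against 1612 for Gbp2. It places Il1b and Rsad2 among late genes, and their means were highest at 4 h, with 4576 and 3911 CPM. Of its early list 8 genes, and of its late list 15, had the highest mean at 4 h. Hierarchical clustering put 5 shared genes in a late cluster, but it included the controls, from which all shared genes rose. Of the TFs of Fig. 4D, which the paper gives as upregulated, 13 of 17 passed the cutoffs.

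The paper gives Ahr as upregulated with IL-13, where the adjusted p was 0.0143 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and Myrf and Ciita, which had at most 13 counts. The TF it gives for IL-4 only was upregulated with both. It describes a larger modulation of Egr2 and Myc by IL-13, and in the direct test their log2 fold changes were 0.385 and 0.254, with adjusted p of 0.338 and 0.883 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.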

Other observations

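For each comparison of 3 samples with 3, all 10 splits of the 6 samples were tested. Only the real split gave as many changed genes, 1 of 10, for IFN-γ-primed LPS at 1 h (682), 4 h (2166), 12 h (1651) and 24 h (1427), IL-4 (360), IL-13 (495) and IL-13 against IL-4 (6), and for the share of genes with the larger change under IL-13 (89.5%). A share of 1 in 10 is the smallest that 10 splits allow.

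For results of the whole time course, 100 regroupings of the 15 samples were used, the real one included. Only the real one, 1 of 100, gave as many shared genes as 283. The same held for genes with a log2 fold change of at least 3 at 1 h and at 4 h. It also held for the TFs and TcoFs of Fig. 4 and for the early, middle and late genes. The next largest number of shared genes was 0. The early, middle and late genes are parts of the shared set, so this did not test them separately. The TF and TcoF lists of Fig. 4 and Fig. 7 were drawn by the paper from these samples in their real groups. Regroupings are therefore no independent test of the TF and TcoF counts. With 100 regroupings of the 9 samples of control, IL-4 and IL-13, 1 gave as many IL-13-only genes and 1 as many TFs of Fig. 7A, the real one in each case. As many genes upregulated by both were found in 3 of 100, and as many TcoFs of Fig. 7B in 3 of 100. As many as the 16 IL-4-only genes were found in 6 of 100. These regroupings mix control and treated samples, and one of them gave 191 IL-4-only genes, so they can keep part of the treatment effect and this count does not show whether the 16 genes arose by chance.

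Of the 90 genes upregulated with IL-13 only, 0 passed the direct test against IL-4 and 89 rose with IL-4 too. A candidate explanation for this set is that the genes lie just under the cutoff with IL-4.

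The antisense share of Rn45s separated the BMDM libraries: every library of control, 1, 4 and 12 h was above every library of 24 h, IL-4 and IL-13, with a gap of 0.0172 percentage points. This was predicted only after the values were seen. It may mark a library batch, which would place the IL-4 and IL-13 libraries on the other side from their control, so batch and condition cannot be told apart. A batch effect on expression would make the IL-4 change follow the change from 12 to 24 h. Across 9838 genes, the Pearson r was -0.0443 for IL-4 and -0.0699 for IL-13, against 0.0141 and 0.00845 for the change from 4 to 12 h. That test gave no sign of a shared shift, but biological changes from 12 to 24 h could hide one.

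The single control was cultured for 4 h and the IL-4 and IL-13 samples for 12 h. If culture time added to the changes, the genes changed by IL-4 and IL-13 would overlap those of IFN-γ-primed LPS more at 12 h than at 4 h. The overlap over that expected was 4.27 at 12 h and 3.34 at 4 h, a ratio of 1.28. The margin of 1.5 for this ratio was set in the script and not in the prediction, and culture time cannot be told apart from the treatment.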
